# Impact of PNPase on the transcriptome of *Rhodobacter sphaeroides* and its cooperation with RNase III and RNase E

**DOI:** 10.1186/s12864-021-07409-4

**Published:** 2021-02-06

**Authors:** Daniel-Timon Spanka, Carina Maria Reuscher, Gabriele Klug

**Keywords:** Alphaproteobacteria, *Rhodobacter sphaeroides*, PNPase, Exoribonuclease, Transcriptomics, RNA 3′ end identification, RNase E, XPEAP

## Abstract

**Background:**

The polynucleotide phosphorylase (PNPase) is conserved among both Gram-positive and Gram-negative bacteria. As a core part of the *Escherichia coli* degradosome, PNPase is involved in maintaining proper RNA levels within the bacterial cell. It plays a major role in RNA homeostasis and decay by acting as a 3′-to-5′ exoribonuclease. Furthermore, PNPase can catalyze the reverse reaction by elongating RNA molecules in 5′-to-3′ end direction which has a destabilizing effect on the prolonged RNA molecule. RNA degradation is often initiated by an endonucleolytic cleavage, followed by exoribonucleolytic decay from the new 3′ end.

**Results:**

The PNPase mutant from the facultative phototrophic *Rhodobacter sphaeroides* exhibits several phenotypical characteristics, including diminished adaption to low temperature, reduced resistance to organic peroxide induced stress and altered growth behavior. The transcriptome composition differs in the *pnp* mutant strain, resulting in a decreased abundance of most tRNAs and rRNAs. In addition, PNPase has a major influence on the half-lives of several regulatory sRNAs and can have both a stabilizing or a destabilizing effect. Moreover, we globally identified and compared differential RNA 3′ ends in RNA NGS sequencing data obtained from PNPase, RNase E and RNase III mutants for the first time in a Gram-negative organism. The genome wide RNA 3′ end analysis revealed that 885 3′ ends are degraded by PNPase. A fair percentage of these RNA 3′ ends was also identified at the same genomic position in RNase E or RNase III mutant strains.

**Conclusion:**

The PNPase has a major influence on RNA processing and maturation and thus modulates the transcriptome of *R. sphaeroides*. This includes sRNAs, emphasizing the role of PNPase in cellular homeostasis and its importance in regulatory networks. The global 3′ end analysis indicates a sequential RNA processing: 5.9% of all RNase E-dependent and 9.7% of all RNase III-dependent RNA 3′ ends are subsequently degraded by PNPase. Moreover, we provide a modular pipeline which greatly facilitates the identification of RNA 5′/3′ ends. It is publicly available on GitHub and is distributed under ICS license.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07409-4.

## Background

Prokaryotes populate nearly every imaginable habitat. In contrast to higher multicellular eukaryotes, they are directly exposed to all types of environmental stress. Since escaping is not an option, prokaryotes need mechanisms to quickly adapt to their changing surrounding. This can be achieved by modifying the transcriptome and/or the proteome. One essential mechanism in bacterial adaptation is to exchange the sigma factor, a subunit of the RNA polymerase. Alternative sigma factors target different DNA sequences and thus activate the expression of a specific set of genes. This activates transcription of genes needed for the cell to deal with the present growth condition [1, 2].

Besides and in addition to the transcriptional initiation, posttranscriptional regulation plays a major role in bacterial adaptation [3]. During the past decades, more and more bacterial non-coding RNAs were discovered and found to be involved in various posttranscriptional regulatory networks (reviewed in [4]).

Current studies documented, that the prokaryotic transcriptome is heavily influenced by processing and maturation reactions mediated by the endoribonuclease E [5–7]. Endonucleolytic RNA cleavage by RNase E is mostly followed by further degradation. 3′-to-5′ exonucleases can attack the new 3′ end and RNase E can bind to the monophosphorylated new 5′ end and promote further endonucleolytic degradation in 5′-to-3′ direction. Secondary structures can protect against 3′-to-5′ degradation [8] and can also impede RNase E mediated 5′-to-3′ processing [9]. A key player during RNA turnover is a multicomponent degradation complex called the degradosome. In *Escherichia coli*, this complex is composed of RNase E, which serves as catalytic and scaffold protein, a DEAD box RNA helicase (RhlB), an exoribonuclease (polynucleotide phosphorylase, PNPase) and an enolase (reviewed in [10]). In contrast to that, studies of the α-proteobacterium *Rhodobacter capsulatus* suggest, that PNPase is most likely not part of its degradosome [11] that in addition to RNase E includes 2 dead-box helicases and the transcriptional termination factor Rho. Moreover, the composition of the *R. capsulatus* degradosome changes in response to altering environmental conditions [12].

The PNPase is a trimer comprising three Pnp monomers that form a ring-like structure. In *E. coli*, each monomer consists of two RNase PH-like domains and a KH and S1 domain [13, 14]. A deletion of *pnp* is possible in *E. coli*, whereas a double knockout of PNPase and RNase II is not viable [15]. The *R. sphaeroides* genome does not harbour an RNase II gene and it is not possible to delete the *pnp* gene. The same effect was also observed in at least one other organism, *Pseudomonas aeruginosa* [16]. Removal of the RNA-binding KH/S1 domains of PNPase leads to an eightfold reduced binding affinity to RNA in *E. coli* [14]. Further, the trimer formation is less stable, which leads to a wider central channel [14]. PNPase not only serves as an important 3′-to-5′ exoribonuclease involved in mRNA degradation but also in tRNA processing and degradation [15, 17]. Besides that, PNPase can also prolong RNA molecules in 5′-to-3′ direction using nucleotide diphosphates present in the cytoplasm. This tail allows recruitment of single-strand dependent exoribonucleases thus reducing the RNA half-life [18]. Since PNPase is an enzyme with such a widespread influence on the cellular RNAs, the *pnp* expression has to be tightly regulated. Similar to *rne* mRNA levels, *pnp* mRNA levels are balanced in an autoregulatory manner. The endoribonuclease RNase III first cleaves a stem-loop located in the *pnp* leader sequence. The newly generated 3′ end in this RNA duplex is then targeted and degraded by PNPase. Ultimately this leads to reduced *pnp* mRNA stability [19, 20]. Besides PNPase, several other exoribonucleases are likely involved in RNA processing, maturation and degradation in the α-proteobacterium *R. sphaeroides*. These are the RNase R, RNase D and RNase PH which catalyze mainly tRNA and rRNA processing reactions and all act in 3′-to-5′ direction [21–23]. In addition, RNase J1 is responsible for the maturation of the 23S rRNA and very few other transcripts [24, 25]. In contrast to the other RNases, it processes RNA molecules in 5′-to-3′ end direction [26]. The endoribonucleases RNase E, III and G (homolog of RNase E) are mainly responsible for RNA maturation and turnover [7, 27, 28].

In order to understand bacterial adaptation, it is important to elucidate the complex interplay between different RNases and how they sequentially process RNA molecules. A common way for degradation of mRNA and maturation of RNA precursors requires two steps: First, the endoribonucleases III, E or P catalyse the endonucleolytic cleavage of the RNA molecule. Second, the enzymes PNPase, RNase R, RNase PH or RNase II can further degrade the RNA fragments from 3′-to-5′-direction (reviewed in [29, 30]). In both steps, new RNA 3′ ends are generated (Fig. 1a+b). Recent studies in the Gram-positive human pathogen *Streptococcus pyogenes* illustrate how initial processing by endoribonuclease Y is followed by further maturation reactions catalyzed by the exoribonucleases PNPase and RNase R [31]. The other principal mechanisms for RNA 3′ end generation are transcription termination by RNA polymerase and the 3′-terminal elongation mediated by PNPase (Fig. 1c + d).

**Fig. 1:**
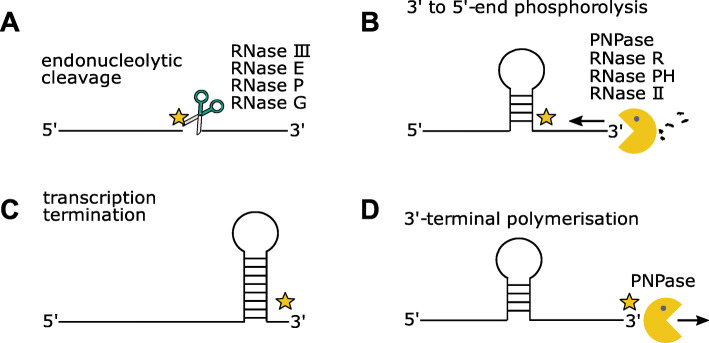
Generation of RNA 3′ ends in bacteria and action of PNPase. **a** RNA 3′-OH ends (highlighted by yellow stars) can be generated via endonucleolytic cleavage by RNase III/E/P/G, **b** by 3′-to-5′ degradation mediated by PNPase and RNase R/PH/II, or **c** by transcriptional termination. **d** PNPase can also produce new 3′-OH ends by a 3′-terminal oligonucleotide polymerase reaction

In this study, we report that in the *Rhodobacter sphaeroides pnp* mutant strain several physiological characteristics are affected by the deletion of the KH and S1 domains, including growth behavior and pigmentation. In a global approach, we further used RNA-Seq data and identified all RNA 3′ ends that are PNPase-, RNase III- or RNase E-dependent. Intersection analysis sheds light on important processing events by the analyzed RNases that shape the transcriptome in a cooperative manner. Finally, we could demonstrate, that homeostasis of the regulatory sRNAs CcsR1–4 rely on initial RNase E cleavage followed by PNPase degradation.

## Methods

### Bacterial strains and growth conditions

The strains used in this study are listed in Table S1 [32]. Microaerobic *Rhodobacter sphaeroides* cultures (dissolved oxygen concentration of 25–30 μM) were cultivated in 50 ml Erlenmeyer flasks filled with 40 ml malate minimal medium at 32 °C under continuous shaking at 140 rpm in the dark [33]. To perform phototrophic cultivation, Metplat bottles were completely filled and sealed. Afterwards the cultures were constantly exposed to white light with an intensity of 40 W/m^2^ at 32 °C.

### Construction of *pnp* KH and S1 deletion strain

The deletion of the *pnp* C-terminal KH and S1 domains in *Rhodobacter sphaeroides* 2.4.1 was carried out by homologous recombination. Since *pnp* is essential in *R. sphaeroides*, only the RNA binding domains KH/S1 were replaced by a gentamicin resistance gene on the chromosome. The up and down fragments were generated using the primer pairs pnpFragAfw/pnpFragArev (5′-gaaTTCAAGAAGCTGGAAAGCTCGAT, 5′-ggatcctcAGGTTTCCACGATCTCGCGG, 870 bp) and pnpFragBfw/pnpFragBrev (5′-ggaTCCGTCTCGGCATGAAGATG, 5′-aagcTTCTCGTCCGAAGACGTGCTG, 631 bp), introducing an in-frame TGA stop codon within the reverse primer of the up fragment (see underlined bases in primer pnpFragArev). The stop codon is located at position 1755 in the *pnp* gene and leads to translation termination directly upstream of the deleted KH/S1 region (Fig. 2a). Both fragments were cloned in pPHU281 using EcoRI/BamHI and BamHI/HindIII cleavage sites. The gentamicin resistance gene was taken from pPHU45Ω and inserted between the up and down fragment on the plasmid with BamHI. The final construct was transformed to *E. coli* strain S17–1 and subsequently transferred to *Rhodobacter sphaeroides* 2.4.1 by diparental conjugation. The conjugants were selected on malate minimal agar containing 10 μg/ml gentamicin.

**Fig. 2:**
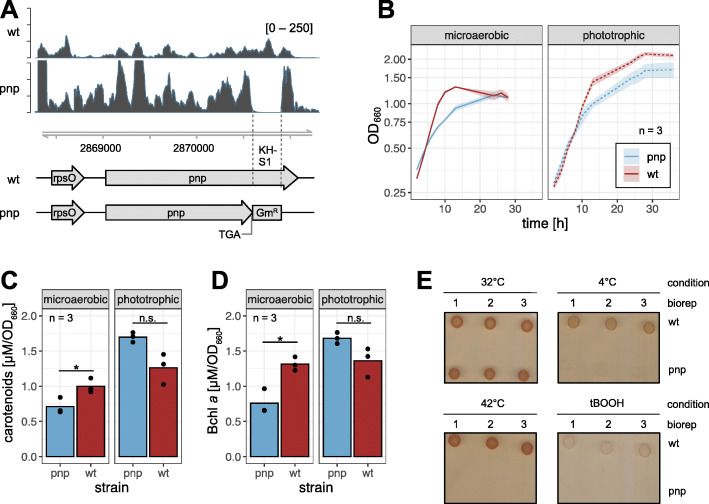
The *pnp* mutant and the wild type strain differ in growth behaviour, pigmentation as well as in growth under different temperatures and under organic peroxide stress. **a** Schematic overview of the *pnp* operon. In the *pnp* mutant, the KH-S1 domains were deleted and substituted with a gentamicin resistance gene. A stop codon was inserted at the end of the remaining *pnp* coding region. Upper panels show the RNA read coverage in the wild type and *pnp* mutant strain. **b** The *pnp* mutant grows slower than the wild type under microaerobic cultivation and does not reach the wild type optical density during stationary phase when cultivated under phototrophic conditions. Red: wild type; blue: *pnp* mutant; *n* = 3. **c, d** Exponentially growing *pnp* mutant cultures exhibit reduced carotenoid and bacteriochlorophyll *a* (Bchl *a*) concentrations under microaerobic conditions in comparison to the wild type strain. Phototrophically cultivated, the pigment concentrations are increased in the mutant. The *p*-values were calculated using two-sided Student’s *t*-test (*: *p* < 0.05; n.s.: not significant). **e** On solid malate minimal agar, the growth of the *pnp* mutant strain is strongly impaired when the plates are incubated at 4 °C or 42 °C. The organic peroxide tBOOH (300 μM final concentration) diminishes growth of the wild type but prevents growth of the *pnp* mutant strain. Biological triplicates are shown for each growth condition

### Measurement of bacteriochlorophyll and carotenoids

The determination of bacteriochlorophyll and carotenoid concentrations was performed as described in [34]. The calculations rely on the extinction coefficients (76 mM^− 1^·cm^− 1^ for bacteriochlorophyll *a*, 128 mM^− 1^·cm^− 1^ for carotenoids) published in [35].

### Spot assay

A volume of 5 μl taken from a liquid culture during the exponential growth phase was placed on malate minimal agar plates. The plates were first incubated at 4 °C or 42 °C for 1 day and then shifted to 32 °C and cultivated for three more days. To test resistance to organic peroxides, *tert*-butyl hydroperoxide (tBOOH) was added to the agar (300 μM final concentration). That plate as well as the control without any tBOOH were subsequently incubated at 32 °C for 3 days.

### Determination of RNA half-life

*Rhodobacter* cultures were cultivated under microaerobic conditions. During the exponential phase, the sample t_0_ was harvested. Immediately after that the transcription inhibitor rifampicin was added to a final concentration of 0.2 mg/ml. The following samples were taken at the indicated time points. All cells were harvested on ice and total RNA was isolated and blotted as described below.

### Northern blot analysis

The hot phenol method was used to isolate total RNA [36]. The procedure was followed by a DNase treatment (Invitrogen #AM1907) according to the manufacturer’s protocol to digest remaining DNA fragments. The electrophoretic separation in a gel and subsequent Northern blot analysis was performed as described earlier [37]. The oligonucleotide end-labelling was performed using T4 polynucleotide Kinase (T4-PNK, Thermo Scientific) according to the manufacturer’s instructions. Radioactive [γ^32^P]-ATP was obtained from Hartmann Analytic (SRP-301), the oligonucleotides used for labeling are listed in Table S2 in Additional file 1. After overnight incubation with labeled oligonucleotides, the membrane was washed in 5x SSC buffer and exposed to a screen for 1 day. The QuantityOne 1-D Analysis Software (BioRad, version 4.6.6) was used to quantify the signals. All signal intensities were normalized to the corresponding 5S rRNA signal.

### Library preparation

Three single colonies were used to inoculate three independent pre-cultures. Every culture was then used to inoculate three main cultures (nine in total). During the exponential growth phase, all three replicates belonging to one biological pre-culture were harvested and pooled. Total RNA was extracted followed by DNase treatment.

RNA quality was checked using a 2100 Bioanalyzer with the RNA 6000 Nano kit (Agilent Technologies). Five hundred nanograms of high quality total RNA were used for the preparation of a cDNA library with the NEBNext Multiplex Small RNA Library Prep kit for Illumina (NEB) in accordance with the manufacturers’ instructions with modifications: RNA samples were fragmented with Mg^2+^ at 94 °C for 3 min 15 s using the NEBNext Magnesium RNA Fragmentation Module (NEB) followed by RNA purification with the Zymo Oligo Clean & Concentrator kit. Fragmented RNA was dephosphorylated at the 3′ end, phosphorylated at the 5′ end and decapped using 10 U T4-PNK +/− 40 nmol ATP and 5 U RppH, respectively (NEB). After each enzymatic treatment RNA was purified with the Zymo Oligo Clean & Concentrator kit. The RNA fragments were ligated for cDNA synthesis to 3′ single-read (SR) adapter and 5′ SR adapter diluted 1:2 with nuclease-free water before use. PCR amplification to add Illumina adaptors and indices to the cDNA was performed for 14 cycles. Barcoded DNA Libraries were purified using magnetic MagSi-NGS^PREP^ Plus beads (AMSBIO) at a 1.5 ratio of beads to sample volume. Libraries were quantified with the Qubit 3.0 Fluorometer (ThermoFisher) and the library quality and size distribution was checked using a 2100 Bioanalyzer with the DNA-1000 kit (Agilent). Sequencing of pooled libraries, spiked with 10% PhiX control library, was performed in single-end mode on the NextSeq 500 platform (Illumina) with the High Output Kit v2.5 (75 Cycles). Demultiplexed FASTQ files were generated with bcl2fastq2 (Illumina). The sequencing data are available at NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE156818.

### Bioinformatical analysis

The 3′ end analysis was performed with XPEAP, a pipeline programmed for this study. First, the adapter sequences were removed and all raw reads trimmed for quality with Trim Galore (version 0.6.3). All filtered reads were mapped to the *Rhodobacter sphaeroides* 2.4.1 genome (assembly GCF_000012905.2) using READemption (version 0.4.3 [38];) with the mapper segemehl (version 0.2.0 [39];). The DESeq2 package (version 1.26.0 [40];) was used for the normalization of read counts and the full transcriptome analysis. The results were validated with the R package baySeq (version 2.20.0 [41];) with the gene quantification table obtained from READemption. Coverage generation for both full coverage and 3′ end coverage was done with READemption. The 3′ end coverage files were converted to BED file format with Bedops (version 2.4.37) and filtered. All bases without a minimal read coverage of 10 were rejected. Further, all positions with a signal ratio lower than 5% comparing the 3′ end and the full read coverage were excluded. The nucleotide-wise fold changes were calculated with DESeq2 and all nucleotide positions kept which passed the log_2_-fold change cutoff ≤ − 1 or ≥ + 1 and exhibited an adjusted *p*-value (Benjamini-Hochberg algorithm) lower than 0.05. All positions within a maximal distance of three nucleotides were merged to one 3′ end with BEDtools’ subcommand *merge* (version 2.25.0 [42];), the mean log_2_-fold change was computed for every differential 3′ end. BEDtools *intersect* was used to identify genes with overlapping differential 3′ ends and all ends without any overlapping feature were assigned to untranslated regions.

The intersection of the differential 3′ ends between different RNase mutant strains was analyzed with BEDtools *window* using a window size of 1 nt while only matches on the same strand were considered for further analysis. Fisher’s exact test was calculated for all intersection files using BEDtools’ subcommand *fisher*.

XPEAP is published under ISC license and can be accessed via Zenodo/GitHub (DOI: 10.5281/zenodo.8475, https://github.com/datisp/XPEAP). The raw reads and analyzed data from all experiments are deposited on NCBI Gene Expression Omnibus: PNPase and RNase III mutant strains (NCBI GEO accession number: GSE156818) and thermosensitive RNase E mutant strain (NCBI GEO accession number: GSE71844, published in [7]).

For the 3′ elongation analysis, reads that could not be mapped in end-to-end mode with segemehl were mapped with bowtie2 (version 2.2.6) in local mode with option *–very-sensitive-local* and flags *-f -p 24 –no-hd*. Reads with less than 10 nt matching at the 5′ end were rejected. The sequences following the matching regions were extracted with awk (version 4.1.3).

## Results and discussion

### Physiological consequences of altered PNPase activity

To analyze the functionality of PNPase in vivo, we designed and cloned a *pnp* mutant strain of *Rhodobacter sphaeroides* 2.4.1. The KH-S1 RNA binding domains were removed and a stop codon was introduced at the end of the remaining coding sequence of *pnp* resulting in a truncated enzyme lacking those domains. The knockout was confirmed via selection on agar containing gentamicin and subsequent RNA sequencing analysis (Fig. 2a). 

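The gene Pnp, which encodes PNPase, lies on the plus strand of chromosome 1 from 2868839 to 2870989, just downstream of rpsO, the gene of a ribosomal protein of the small subunit. RNA-seq counts over the whole of Pnp, scaled by TMM in edgeR, were 505 ± 50.7 (SD, n = 3 cultures) in the wild type and 537 ± 13.1 (SD, n = 3) in the pnp mutant. The log2 fold change (pnp mutant/wild type) was 0.09 (standard error 0.15, adjusted p = 0.678 from edgeR's quasi-likelihood test), against 2.08 when the libraries were scaled on their total counts. The raw counts of Pnp were 164 to 247 per wild type library and 778 to 923 per library of the pnp mutant. For rpsO, from 2868389 to 2868658, the scaled counts were 121 ± 12.0 in the wild type and 92.9 ± 8.61 in the mutant. This is a log2 fold change of -0.39 (standard error 0.16, adjusted p = 0.0714 from edgeR), whose sign turned on total counts (1.59). The counts are summed over each gene and do not separate the KH and S1 domains of PNPase that the mutant strain lacks.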

Growth behavior of this strain differed from that of the wild type (Fig. 2b). When cultivated under microaerobic conditions, the growth rate was reduced, but both wild type and mutant finally reached the identical OD_660_. Under phototrophic conditions the mutant leaves exponential phase earlier than the wild type reaching a lower final OD_660_. A previous study revealed that reduced RNase E activity strongly impeded phototrophic growth of *R. sphaeroides*, while it had no effect on chemotrophic growth [7]. Moreover, the *pnp* mutant and the parental wild type strain vary in pigment composition (Fig. 2c+d). These differences are strongly dependent on the cultivation conditions: A significantly lower concentration of carotenoids and bacteriochlorophyll *a* was observed in the *pnp* mutant under microaerobic conditions (*p*-values < 0.05), while the *pnp* mutant exhibited repeatedly higher pigment concentrations under phototrophic conditions. However, this difference was statistically not significant.

In *E. coli, Yersinia enterocolitica* and *Photorhabdus sp.* PNPase plays an important role in the cold shock response due to selective degradation of mRNAs for cold shock proteins at the end of the acclimation phase to low temperature [43–46]. Based on this observation, we decided to test the *R. sphaeroides* strains for their ability to adapt to low and high temperatures. Wild type and *pnp* mutant cells were incubated at 4 °C or 42 °C on agar plates for 1 day and then shifted to an optimal temperature of 32 °C. In both cases growth of the *pnp* mutant was strongly impeded, while the wild type was able to grow at 42 °C and 4 °C (Fig. 2e). Also, in contrast to the wild type, the *pnp* mutant was not able to grow on malate minimal agar containing 300 μM tBOOH, while the wild type showed weak growth. Tertiary butyl-alcohol is representing organic peroxides that are produced e. g. during photo-oxidative stress.

Our results show that PNPase of *R. sphaeroides* is involved in cold adaptation as other bacterial PNPases and also is strongly impeded in its adaptation to heat. Whether the same molecular mechanisms are responsible for the phenotype as in other bacteria remains to be elucidated. This study for the first time analyses the function of PNPase in a phototrophic bacterium. The effect of PNPase on the bacteriochlorophyll levels and on carotenoid levels depends on growth conditions. Many genes are involved in the formation of photosynthetic complexes and it is not possible to correlate these phenotypic changes to specific changes of the transcriptome. We observed before that a temperature-sensitive variant of RNase E had little effect on growth under microaerobic conditions but strongly impeded phototrophic growth [7]. For the PNPase mutant we observed slower growth under both conditions, phototrophic growth was less affected, in contrast to the *rne* mutant.

### PNPase modulates the transcriptome of *R. sphaeroides*

PNPase is an enzyme involved in many RNA processing reactions, and a global influence on the transcriptome can be expected as also shown for the Gram-positive *S. pyogenes* [31]. For the transcriptome analysis, three pre-cultures of the wild type and the *pnp* mutant strain of *R. sphaeroides* were inoculated with cells from three different single colonies. With each of these pre-cultures, three main cultures were inoculated (nine in total), grown under microaerobic conditions and later harvested during the exponential growth phase. All cultures initially derived from one colony in the first step were pooled. Total RNA was isolated and the DNA-free RNA was sequenced on an Illumina NextSeq 500 platform. 

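The transcriptome comparison rests on 3 wild type and 3 pnp mutant libraries, each from the pooled main cultures of 1 colony. The cultures grew at 32 °C with shaking at 140 rpm and little oxygen, given as 25 µM with the samples and as 25 to 30 µM in the Methods. The authors trimmed the reads with Trim Galore 0.6.3, aligned and counted them with READemption 0.4.3 and segemehl 0.2.0, and deposited unscaled counts, some with fractions, for the sense and the antisense strand of 4411 annotated features. In the values given here these counts were rounded to whole numbers and scaled by TMM, and 3104 features with enough counts were compared between the strains with edgeR's quasi-likelihood test. A transcript counts as changed at an adjusted p of at most 0.05, a log2 fold change (pnp mutant/wild type) of at least 1 in size and a mean normalized count of at least 50, after the limits named in the paper. The paper set the last one on DESeq2's mean, which is scaled otherwise. That mean was lower for genes such as Pnp, prkA and cbbL, so 50 is a looser limit here. The sense counts summed to 7801817 to 11253565 per wild type library and 8634741 to 10233569 per pnp mutant library. Ribosomal RNAs took 58.2% to 87.2% of them and tRNAs 11.1% to 39.7%. Protein-coding genes held 114085 to 156821 counts per wild type library, with a median of 6 to 7 counts per gene, and 391417 to 454553 counts per pnp mutant library, with a median of 28 to 33. On simulated counts of the same depth and spread, the test called 32 of 67 genes changed 2-fold (47.8%) and 67 of 67 changed 4-fold, and it called 1 unchanged gene. Changes were set only in genes whose mean was at least 2 times the limit of 50, so recovery at fewer counts is not known. A 2-fold change is the call limit itself, which alone makes many true ones fail. Intervals given with counts cover counting error only, not the spread between cultures. The sources used here name no molecular identifiers, so PCR copies of the same molecule may make these intervals too narrow.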

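The wild type libraries differed in their shares of tRNA and rRNA. In wild type replicate 3, tRNAs, the carriers of amino acids, made up 11.1% of the sense counts, against 38.7% in replicate 1 and 39.7% in replicate 2. Ribosomal RNAs made up 87.2% of the counts in replicate 3, against 59.4% and 58.2%. This library therefore held 12.7 tRNA counts per 100 rRNA counts, where the other wild type libraries held 65.2 and 68.2 and the pnp mutant libraries 16.7 to 24.4. The share of protein-coding genes was alike in the 3 wild type libraries, at 1.39% to 1.59%. Over 3071 features, wild type replicates 1 and 2 differed by a chi-square of 3.26 per degree of freedom, where sampling noise alone gives 1. Wild type replicate 3 differed from replicate 1 by 694 and from replicate 2 by 747, and the pnp mutant libraries differed among each other by 7.60 to 41.3. Pearson's r of log2 CPM, across genes within pairs of libraries, was 0.942 to 0.965 in the wild type and 0.987 to 0.989 in the pnp mutant, and genes are not independent replicates.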

The overall reproducibility within the replicates was fair, only one replicate obtained from the wild type strain showed some deviation to the other samples of the group (Supplementary Fig. S1, Additional file 1). In total 98% of the entire variance can be explained by the first two principal components.

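The 500 features with the highest variance comprised 414 protein-coding genes, 50 of the 54 tRNAs, 6 rRNAs and 30 non-coding RNAs. On their log2 CPM (TMM, prior count 2), the first principal component parted the strains. The 3 pnp mutant libraries lay at 26.2 to 28.5 on it, and wild type replicates 1, 2 and 3 at -31.7, -29.5 and -20.4. It held 85.4% of the variance. The second component, with 8.91%, set wild type replicate 3 (18.3) apart from wild type replicates 1 and 2 (-10.6 and -4.32), while the mutant libraries lay at -1.46 to -0.53. Among the genes with the highest weights on it were a putative polyketide biosynthesis associated protein (0.104) and rfbC (0.103), a gene of sugar synthesis for the cell surface, and a gene of the NAD-dependent epimerase/dehydratase family had the lowest (-0.133). Both components together held 94.3%, and 98.5% without wild type replicate 3.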

Figure 3 shows the result of the DESeq2 analysis (version 1.26.0 [40];) and illustrates the log_2_-fold changes of the normalized read numbers in the *pnp* mutant versus the wild type strain (see Supplementary Table S3, Additional file 2). All transcripts with a log_2_-fold change ≤ − 1 or ≥ + 1 and an adjusted *p*-value ≤0.05 (Benjamini Hochberg algorithm) were considered to have a significant differential abundance within the two strains (coloured dots). We then decided to only keep those differentially expressed genes which have a basemean ≥50 (red dots) in order to further decrease the number of false positive hits. In total 334 transcripts met these strict criteria, 226 of them showed lower abundance in the *pnp* mutant strain and 108 showed higher abundance in the *pnp* mutant strain compared to the wild type. 

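Genes of photosynthesis and carbon fixation and the sigma factor gene rpoH2 were among the 12 protein-coding genes that fell most in the pnp mutant, and the 12 that rose most all lie on plasmid D. Both sets hold only genes that passed all limits, among them a mean of at least 50 normalized counts, and larger rises on plasmid D under this mean are not ranked. The deepest fall was that of a Beta-Ig-H3/Fasciclin gene (chromosome 1, 3185857 to 3186327), from 153 ± 45.2 normalized counts in the wild type to 3.13 ± 1.19 in the mutant (SD, n = 3 each; log2 fold change -5.55, standard error 0.32, adjusted p = 1.75e-08 from edgeR). A hypothetical protein from 2193192 to 2193350 (-4.24), ppaZ (-4.10), the transketolase gene tklB (-3.97) and prkA, the phosphoribulokinase of the Calvin cycle (-3.57), followed. The other 7 ranged from -3.35, for a hypothetical protein from 2677074 to 2677214, to -2.93 for fbpB, annotated as a fructose-1,6-bisphosphatase. Among them were bchJ of bacteriochlorophyll synthesis (-3.20), the large subunit gene of RuBisCO, cbbL (-3.14), and rpoH2 (-2.96). All 12 falls were also negative when the libraries were scaled on total counts.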

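The rises on plasmid D were not those of single genes, as 66 of its 70 tested features were higher in the pnp mutant. Its protein-coding counts in the wild type were 0.0744 of those expected from the counts of the mutant and the effective library sizes. Among its genes, a Radical SAM superfamily protein (16517 to 17587) was at 0 in every wild type library and at 358 ± 16.1 normalized counts in the pnp mutant. Against a floor of 3 counts over the whole wild type group, this is at least 138-fold higher. By the same floor, a putative ATPase-like/sensor kinase was at least 88.4-fold higher, a hypothetical protein from 92137 to 92421 at least 69.0-fold, an O-acetylhomoserine sulfhydrylase at least 46.6-fold and a sigma24 gene at least 44.4-fold. A hypothetical protein from 44599 to 45153 was 302-fold higher (95% counting interval 83.5 to 2490.5) and an isopropylmalate/homocitrate synthase 159-fold (28.5 to 6272). The other 5 of the 12, a type II antitoxin, a hemolysin-type calcium-binding protein, an asparagine synthase, an acetyltransferase and a methyltransferase, had fitted log2 fold changes of 6.59 to 5.66.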

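In all, 385 of the 3104 tested transcripts changed in edgeR's test, 280 lower (72.7%) and 105 higher (27.3%) in the pnp mutant. Of the protein-coding genes among them, 200 fell and 99 rose. In 380 of the 385, all 3 libraries of one strain lay above all 3 of the other, as they did in 1604 (51.7%) of all tested transcripts, where chance gives 10%. In the authors' deposited results from DESeq2, 334 transcripts pass, with the count limit set on DESeq2's own, lower mean. Of these 334, 310 were among the 385, all 310 in the same direction. The split depends on the scaling. On total counts 1105 transcripts changed, 2.53% of them lower and 97.5% higher, and on the counts of rRNA 1051, 5.71% lower and 94.3% higher, with 133 and 165 of the 385 among them. The median log2 fold change of all genes was 0.06 with TMM, 2.04 on total counts and 1.83 on rRNA counts. Without the minimum for the mean count, 784 changed, 54.1% lower and 45.9% higher.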

The most prominent differences were observed in the feature classes tRNA and rRNA: 94% of all tRNAs (51 out of 54) and 100% of all rRNAs (9 out of 9) showed a lower abundance in the *pnp* mutant strain (Fig. 3b). 

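Of the 54 tRNAs, 51 fell in the pnp mutant and none of the 54 rose, at a median log2 fold change of -2.68. The deepest fall was that of the 3 tRNA-Ile copies in the rRNA operons, from 47010.5 ± 21280.4 normalized counts in the wild type to 3711 ± 501 in the mutant (SD, n = 3; log2 fold change -3.66, standard error 0.41, adjusted p = 7.21e-06 from edgeR). A tRNA-Ser gene on chromosome 1 (1931577 to 1931648) fell from 69553 ± 40336 to 6231 ± 755 (-3.48, standard error 0.49). The 3 tRNAs that did not pass the test were the tRNA-Ala copies of the same operons, at -0.50 (standard error 0.29, adjusted p = 0.187 from edgeR). On total counts the median of the tRNAs was -0.75, with 17 lower, and these 3 tRNA-Ala copies were higher. As a list, the tRNAs were lower than other transcripts (limma's camera, adjusted p = 2.04e-22, and adjusted p = 0.549 with an estimated correlation, the highest over the alternatives, where the lowest was 2.14e-118). The list was fixed before the deposited counts were examined, but with the paper's result on tRNAs in view. The count of 51 was the same when adjusted over the list alone.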

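All 9 rRNAs, the RNA of the ribosome, fell in the pnp mutant with TMM scaling. The 23S rRNA at 2131 to 5011 on chromosome 1 had a log2 fold change of -1.95 (standard error 0.63, adjusted p = 0.0227 from edgeR), the 16S rRNA at the start of chromosome 1 -1.52 (0.57, adjusted p = 0.0449) and the 5S rRNA at 5112 to 5226 -1.33 (0.40, adjusted p = 0.0153). The 3 copies of 5S rRNA had equal counts to within 2%, so the 9 values are not independent. On total counts the same rRNAs lay between 0.03 and 0.64 and on rRNA counts between -0.18 and 0.38, and by edgeR 0 of 9 were lower at either scaling, also at an unadjusted p of 0.05. DESeq2 and limma-voom called all 9. Without wild type replicate 1, edgeR called 0 of them (9 at an unadjusted p of 0.05), without wild type replicate 2 it called 3 (9), and without pnp mutant replicate 1, 2 or 3 it called 0 each (3, 3 and 6). Without wild type replicate 3 it called all 9, and over the fits with 1 library left out the log2 fold changes were -2.12 to -1.17. The list was lower by limma's camera (adjusted p = 0.00596; adjusted p = 0.627 with an estimated correlation, over alternatives from 1.97e-05 to 0.627), and all 9 also passed when adjusted over the list alone.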

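Among the non-coding RNAs, 6S RNA and the tmRNA fell in the pnp mutant. 6S RNA, which binds RNA polymerase, fell from 3555 ± 545 normalized counts in the wild type to 468 ± 60.9 (SD, n = 3; log2 fold change -2.93, standard error 0.22, adjusted p = 1.35e-07 from edgeR). The tmRNA ssrA, which frees stalled ribosomes, fell from 32729 ± 1384 to 8109.9 ± 1104 (-2.01, standard error 0.29). The deepest falls were those of sRNA_00050 on chromosome 2 (-4.11), 3'RSP3594 (-3.91), sRNA_00022 (-3.04) and RSs2430 (-3.02). In the other direction, sRNA_00062 on plasmid A rose from 306 ± 83.6 to 1976 ± 83.8 (2.70) and sRNA_00058 on chromosome 2 from 3869.9 ± 1161 to 13751 ± 371 (1.83). RSspD02 and 5'RSP7390, on plasmid D, rose as well, RSspD02 by 223-fold (95% counting interval 61.7 to 1841).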

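In all, 26 of the 68 non-coding RNAs (38.2%) changed, 20 lower and 6 higher, and 52 had enough counts to be tested. RSs2363 and 6S RNA cover the same stretch of chromosome 1 and are counted as 2 of them. Others ranged from -2.98 for sRNA_00013 to 1.24 for sRNA_00057 and 1.18 for sRNA_00066. On total counts, RSs2461, RSs0940 and sRNA_00028 were above 0 (0.80, 0.75 and 0.15). SsrA was then at -0.04. The list was lower than other transcripts (limma's camera, adjusted p = 0.0176; adjusted p = 0.669 with an estimated correlation), and over the alternatives its adjusted p ranged from 1.55e-07 to 0.669, with 0.0799 without pnp mutant replicate 1 and 0.115 without pnp mutant replicate 2. The median of its log2 fold changes was -0.21, and 1.77 on total counts. Adjusted over the list alone, 20 were lower and 6 higher.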

Altogether 37% of all non-coding RNAs, here merged of sRNAs and ncRNAs (including 6S, SRP RNA and tmRNA), were observed to have a differential abundance. 

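Several genes of the photosynthetic apparatus fell in the pnp mutant. Of 15 genes of the light-harvesting complexes and the reaction centre, 7 fell and the other 8 did not pass the test. pucA and pucB, which encode the subunits of light-harvesting complex 2, fell from 2215 ± 625 and 5844 ± 1237 normalized counts in the wild type to 333 ± 37.9 and 905 ± 134 (SD, n = 3; log2 fold changes -2.74 and -2.69, standard errors 0.23 and 0.24, adjusted p = 3.53e-07 and 8.24e-07 from edgeR). pufA and pufB of light-harvesting complex 1 fell by 2.35 and 1.95, and puc2B, puc2A and pufK by 1.84, 1.62 and 1.41. Among the 17 genes of bacteriochlorophyll synthesis 4 fell, namely bchJ, bchM (-1.21), bchI (-1.09) and bchE (-1.07). Of the 8 carotenoid genes crtA fell (-1.35). On total counts pucA, pucB, pufA and bchJ stayed negative (-0.74, -0.72, -0.36 and -1.22), while pufB, pufK, bchM, bchI, bchE and crtA were positive, from 0.04 to 0.92.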

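Some carbon fixation and cold shock genes fell as well. In the Calvin cycle list, 3 of 12 tested genes fell, prkA from 104 ± 34.5 to 8.57 ± 2.03 normalized counts, cbbL from 95.3 ± 74.2 to 9.97 ± 4.57 and cbbF1, a fructose-1,6-bisphosphatase, from 450.5 ± 107 to 73.1 ± 26.2 (SD, n = 3; log2 fold change of cbbF1 -2.63, standard error 0.25). DESeq2 called 1 gene of this list, and in the authors' deposited table the means of prkA and cbbL were 41.3 and 38.1, under the limit of 50. All 3 stayed negative on total counts, and cbbL lost its call without wild type replicate 1 (-2.54) or 2 (-3.01). Of 7 cold shock genes, whose proteins bind RNA, 3 fell: cspA from 704 ± 26.3 to 151 ± 17.9 (-2.22, standard error 0.16), and genes at 2333057 (-1.97) and 2119451 (-1.07) on chromosome 1. On total counts cspA was at -0.25 and the others at 0.01 and 0.95, and the gene at 2119451 was at -0.53 without wild type replicate 3, where it did not pass the test. At its preset correlation of 0.01, limma's camera placed the lists of light-harvesting (adjusted p = 5.54e-06), Calvin cycle (0.0115) and cold shock (0.0124) lower than other transcripts. The correlations estimated for them were far higher, at 0.632, 0.228 and 0.506. All 3 lists were fixed before the deposited counts were examined, but with the paper and part of its gene results in view. With an estimated correlation camera of limma gave an adjusted p of 0.549 for each, and over all alternatives it ranged from 1.59e-08, 7.11e-04 and 0.00161 to 0.549. In limma's camera, the cold shock list did not pass without wild type replicate 3 (adjusted p = 0.105) or pnp mutant replicate 2 (0.0576), nor on total counts (0.298) or rRNA counts (0.202). The median log2 fold changes of the 3 lists were -0.89, -0.85 and -0.61 with TMM and 1.10, 1.13 and 1.36 on total counts. By limma's camera the lists of bacteriochlorophyll (adjusted p = 0.138) and carotenoid synthesis (0.382) did not pass. Adjusted over the list alone, each list had the same number of lower genes.

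**Figure D1:**
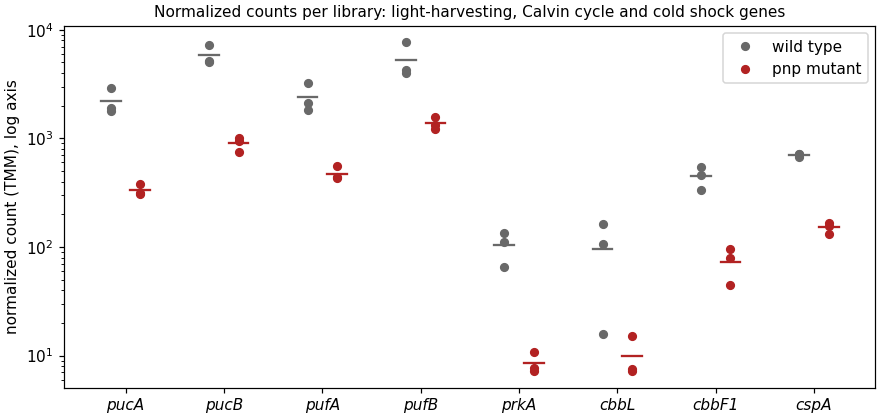
Normalized counts (TMM, log axis) of 8 genes of light harvesting, carbon fixation and cold shock in each of the 3 wild type and 3 pnp mutant libraries, with a line at the mean of each strain. Every pnp mutant library lies below every wild type library for each gene, closest for cbbL (15.3 against 15.9); on total counts pufB was not lower (0.04).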

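Translation and RNA processing genes moved in both directions. trmD, a tRNA methyltransferase gene, rose from 263 ± 19.5 normalized counts in the wild type to 2166 ± 261 in the pnp mutant (SD, n = 3; log2 fold change 3.04, standard error 0.20, adjusted p = 4.13e-08 from edgeR). It was the only one of 11 genes of tRNA modification to pass the test (list, limma's camera, adjusted p = 0.207). Of 57 ribosomal protein genes, 5 rose, among them rplN (1.48) and rpsU (1.40), and 7 fell, among them rpmD (-1.32) and rplW (-1.30), both positive on total counts at 0.69 (list, limma's camera, adjusted p = 0.235). Among 30 genes of RNA degradation, rne of RNase E (1.72), rnd1 (1.61) and xseA (1.04) rose and the RNA helicase gene rhlE2 fell (-1.59, against 0.39 on total counts; list, limma's camera, adjusted p = 0.427), and xseA lost its call when any pnp mutant library was left out. DESeq2 called 2 genes of this list where edgeR called 4, and rhlE2 and xseA had means of 46.1 and 42.4 in the authors' deposited table, under the limit of 50. Of 14 translation factor genes, InfC (1.21) and elongation factor P (1.07) rose and fusA fell (-1.65, and 0.32 on total counts; list, limma's camera, adjusted p = 0.920, where fry pointed down against a median of 0.21). Lysyl-tRNA synthetase (1.52) rose, alone of 22 aminoacyl-tRNA synthetases (limma's camera, adjusted p = 0.207).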

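Of 13 sigma and anti-sigma factor genes 5 fell, which are rpoH2, rpoE1 (-2.61, from 1039 ± 316 to 169.5 ± 25.9 normalized counts), its anti-sigma factor gene chrR (-2.63), rpoN (-2.50) and rpoH1 (-1.41). On total counts rpoH2 was negative too, as were rpoE1, chrR and rpoN (-0.66, -0.68 and -0.56). Of 25 chaperone and heat shock protease genes, groES rose from 60.9 ± 32.8 to 431 ± 47.7 (2.79, standard error 0.26) and groEL, its partner in the chaperonin, from 717 ± 392 to 1558 ± 76.5 (1.11, standard error 0.28, adjusted p = 0.00585 from edgeR). groEL did not pass without wild type replicate 1 (0.92) or 2 (0.86). The chaperone list did not move together (limma's camera, adjusted p = 0.382). For the sigma factors the adjusted p of limma's camera was 0.0561, and it ranged from 0.00277 without wild type replicate 3 to 0.549 with an estimated correlation; their mean log2 fold change was -0.68 and their median 0.10. Over all 30 lists, camera with its preset correlation called 6 and fry 14. With an estimated correlation camera called 0 (0 at an unadjusted p of 0.05). Within each list, the numbers of genes that rose and fell were the same when adjusted over the list alone.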

Within the groups of RNAs with increased or decreased abundance, no distinct orthologous group of encoded proteins (COG) could be found to be prominent (Supplementary Fig. S2A + B, Additional file 1).

**Fig. 3:**
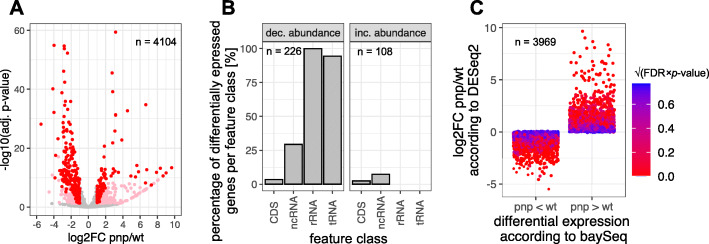
The *Rhodobacter sphaeroides* transcriptome composition is strongly influenced in the PNPase mutant. **a** Volcano plot of the observed log_2_-fold changes based on RNA-Seq data analyzed with DESeq2. Genes with significant change in abundance are colored red (adjusted *p*-value ≤0.05, log_2_fold change ≤ − 1 or ≥ + 1, basemean ≥50) and pink (adjusted *p*-value ≤0.05, log_2_-fold change < − 1 or > + 1, basemean < 50). Grey dots: adjusted *p*-value > 0.05 or − 1 ≤ log_2_-fold change ≥ + 1. Altogether the transcripts of 334 genes were observed to differ in a statistically significant manner and exhibited a basemean above the threshold. **b** Feature-wise distribution of these significant genes, classified in decreased and increased abundance (*pnp* mutant/wild type). Most tRNAs and all rRNAs showed a reduced abundance in the mutant strain. x-axis: feature class; y-axis: percentage of differentially expressed genes per feature class [%] **c**) Comparison of data computed with DESeq2 and baySeq, which show a very good match. Almost all transcripts that are lower abundant in the *pnp* mutant according to DESeq2 (log_2_-fold change (*pnp*/wt) < 0) are also classified to be lower abundant by baySeq (*pnp* < wt) and vice versa. Since baySeq does not provide *p*-values, the color coding represents the square root of the product of the false discovery rate (FDR, obtained from baySeq) and the adjusted *p*-value (obtained from DESeq2). Every dot represents one gene

The transcriptome is directly affected by the action of RNases. Moreover, the RNA entity is modulated through secondary effects by the PNPase-mediated processing of sRNAs and mRNAs that code for regulatory elements, for example transcription factors. Thus, our transcriptome analysis reflects both direct and indirect PNPase dependent regulations and does not allow a distinction. In either case, our data emphasize the effect which PNPase has especially on stable RNAs (rRNA, tRNA). 

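The tRNAs and rRNAs were fewer in the pnp mutant relative to mRNAs, which can be read from the raw counts without a scaling between libraries. Per count of a protein-coding gene, the wild type libraries held 19.8 ± 10.3 tRNA counts and the pnp mutant libraries 3.50 ± 0.373 (SD, n = 3; exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). For rRNA the ratio was 46.6 ± 14.0 in the wild type and 17.9 ± 3.16 in the mutant (exact permutation test, p = 0.1). Protein-coding genes took 1.39% to 1.59% of the sense counts in the wild type and 3.92% to 5.26% in the mutant, and non-coding RNAs 0.388% and 0.656% on average. As a share of all sense counts, rRNA was not lower in the mutant (75.6% to 81.5%) than in the wild type. The paper states that direct and indirect effects cannot be told from each other in these data, and that the data stress the effect of PNPase on stable RNAs above all.

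**Figure D2:**
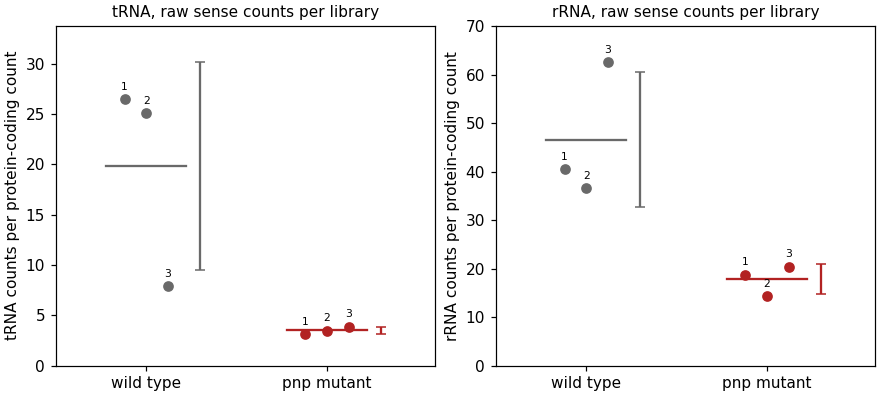
Raw sense counts of tRNA (left) and rRNA (right) per count of a protein-coding gene in each library, with a line at the mean and a bar of 1 SD for each strain. The lowest wild type library (7.94 for tRNA, replicate 3; 36.7 for rRNA, replicate 2) lies above the highest pnp mutant library (3.88 and 20.5), although on total counts rRNA was not lower.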

A similar effect was also observed in *E. coli*, although both rRNAs and tRNAs were more abundant in the *pnp* mutant despite a conducted rRNA depletion prior to RNA sequencing [47]. Further, Płociński et al. [48] demonstrated, that PNPase is involved in processing of ribosomal RNA and tmRNA in *Mycobacterium smegmatis* and *M. tuberculosis*.

We further validated these predictions using a different algorithm. An empirical Bayes approach integrated in the baySeq package (version 2.20.0 [41];) was used to identify differential expression (Supplementary Table S4, Additional file 2). The results of the two methods perfectly agree, since virtually all genes could be properly assigned. Every transcript (blue dot) with a log_2_-fold change ≤0 (*pnp* mutant*/*wild type) according to the DESeq2 analysis was also observed to be lower abundant in the *pnp* mutant according to the baySeq algorithm and vice versa (Fig. 3c). This includes every differently expressed gene which fulfills the strict criteria as mentioned above.

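The transcripts of light harvesting, carbon fixation, tRNA and rRNA that fell in edgeR's test were also lower in the authors' deposited table from baySeq, and groES, trmD and rne were higher there. All 385 transcripts that changed in edgeR had the same direction in baySeq, and all 385 had a baySeq false discovery rate of at most 0.05. In baySeq, 1283 of the 4411 transcripts had such a rate, 659 higher and 624 lower in the pnp mutant. Of the 334 transcripts past the paper's limits in the authors' deposited table from DESeq2, 334 had the same direction in baySeq. Over the 4386 transcripts with a direction in both the authors' deposited table from DESeq2 and that from baySeq, it was the same for 4275 (97.5%), and for 3919 of the 3969 with an adjusted p (98.7%). Of the other 111, 50 had an adjusted p. Among these, ppdK had a log2 fold change of 0.01 and cobI of 0.00 in the authors' deposited table, and baySeq placed both lower in the mutant. Both were chosen after their values were seen.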

The RNA sequencing data was further used to investigate the cellular RNA 3′ elongation. All reads that could not be mapped end-to-end were instead mapped in very sensitive local mode with bowtie2 (version 2.2.6). To increase the quality of the analysis, all reads without a minimal matching sequence of 10 nt at the 5′ end were excluded. Only soft clipped sequences at the 3′ ends of the remaining reads were extracted with awk (version 4.1.3) (Supplementary Fig. S3A, Additional file 1). The overall results are similar for both strains: The lengths of elongated sequences are comparable, the majority of them (95%) is shorter than 39 nt in length. Further, the base frequency for each nucleotide position of the 3′ tail reveals an enrichment of guanine within the first 20 bases (Supplementary Fig. S3B + C + D, Additional file 1). A sequence motif which is related to a PNPase-dependent elongation could not be identified. Since both the lengths and base frequencies of the 3′ tails do not differ in between the analyzed strains, we conclude that the deletion of the KH-S1 domains does not have a major impact on the overall RNA 3′ elongation events in *R. sphaeroides*.

### Levels of regulatory sRNAs are influenced by PNPase

An important effect of the PNPase on levels of small RNAs was reported: the enzyme does not only influence mRNA but also sRNA stability [49–51]. We were especially interested in those sRNAs that are derived from 5′ or 3′ UTRs and wanted to investigate the role of PNPase during the maturation process. For further analysis, we selected five sRNAs which showed a different pattern in the read coverage comparing *pnp* mutant and wild type. Two of them, CcsR1 and SorY, are known to have a regulatory function during the oxidative stress response in *Rhodobacter sphaeroides* [52, 53]. UpsM is processed from the *mraZ* 5′ UTR in a stress-dependent manner by RNase E [54]. The other two sRNAs have not been described so far and their function is still unknown. One is located in the intergenic region between RSP_1711 and *rpsL* and is derived from the *rpsL* 5′ UTR. The second one is derived from the 5′ UTR of RSP_6083. During the exponential growth phase, three of these sRNAs differed in abundance comparing the total RNA from the *pnp* mutant and the wild type strain (Fig. 4a+b). Moreover, processing products of the sRNAs IGR_1711_*rpsL* and 5′ UTR_6083 were prominently enriched in the *pnp* mutant. Interestingly, the abundance of the mature transcript of SorY and 5′ UTR RSP_6083 does not vary between the strains. To further evaluate the sRNA stability, we added rifampicin during the exponential phase and determined the RNA half-lives (Fig. 4c+d). CcsR1, SorY, IGR_1711_*rpsL* and 5′UTR_6083 are strongly stabilized in the mutant lacking PNPase, resulting in prolonged half-lives. In contrast to that, the half-life of UpsM drops form 12.2 min in the wild type to 4.0 min in the *pnp* mutant. The changed stabilities are in agreement with the observed sRNA levels during exponential phase (Fig. 4a). These observations highlight the role of PNPase during the maturation of sRNAs and in the homeostasis of their levels which has been described in *E. coli*. Cameron and De Lay [50] reported a stabilizing function by PNPase on Hfq-dependent sRNAs during the exponential growth phase in *E. coli*. They speculate, that PNPase may for example protect Hfq-bound sRNAs by degrading binding sites for other ribonucleases. Our data show a different trend in *Rhodobacter sphaeroides*, which suggests a mainly destabilizing effect on the selected sRNAs in this study. Even though CcsR1–4, UpsM and SorY are Hfq-dependent [52, 54, 55], CcsR1–4 and SorY are destabilized by PNPase and only UpsM fits the model proposed for *E. coli*. The two UTR-derived sRNAs are also destabilized by PNPase. The reason for these differences remains unidentified. Given this major influence of PNPase on the abundance of regulatory sRNAs, the pleiotropic effect of a *pnp* mutant becomes even more perspicuous.

**Fig. 4:**
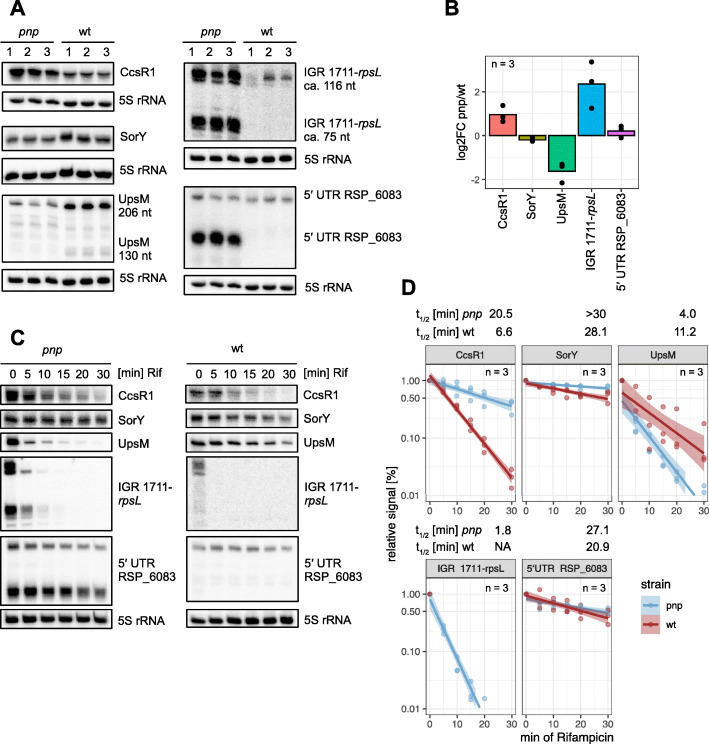
**a + b** Northern blot analysis of the sRNAs CcsR1, SorY, UpsM, IGR_1711_*rpsL* and 5′ UTR RSP_6083. Total RNA was isolated during exponential growth phase (OD_660_ = 0.45) from microaerobic cultures of wild type or *pnp* mutant. Loading control: 5S rRNA. The barchart illustrates the log_2−_fold changes within the indicated sRNAs. *n* = 3. **c** Wild type and *pnp* mutant cells were cultivated under microaerobic conditions until exponential phase. Samples were harvested before (t_0_) and after (t_5_-t_30_) addition of 0.2 mg/ml rifampicin. Total RNA was isolated and used for Northern blot analysis. Loading control: 5S rRNA. **d** The signal intensities for the indicated probes were normalized to the 5S rRNA signal, timepoint t_0_ was set to 1. x-axis: minutes after addition of 0.2 mg/ml rifampicin; y-axis: relative signal intensity. Solid lines represent mean value for biological triplicates, light colors indicate the standard deviation (*n* = 3). Blue: *pnp* mutant; red: wild type. The full-length Northern blots are presented in Supplementary Fig. S4, S5, S6 and S7, Additional file 1

### Deletion of the KH-S1 domains of PNPase leads mainly to enriched RNA 3′ ends

As a 3′-to-5′ exoribunuclease, PNPase plays an important role in RNA turnover and decay from the 3′ end. Therefore, we analyzed how the RNA 3′ ends differ in abundance comparing the *pnp* mutant to the wild type. For this study we developed XPEAP, an analysis pipeline. It allows the detection of RNA 5′ or 3′ ends in prokaryotic NGS data and covers all relevant steps form data preprocessing to the final statistical analysis. As input the raw read files, three replicates of each strain, were used. After trimming and read alignment to the reference genome, READemption’s subcommand *coverage* was used to generate coverage files which contain the nucleotide positions of the 3′ end bases of each aligned read. The coverage files from the plus and minus strand were integrated in one data set. Subsequently all nucleotide positions that did not exhibit a coverage of ≥10 in at least one of the analyzed libraries were excluded. We further calculated the ratio of the 3′ end coverage and the full read coverage for every replicate and every position. To improve the signal noise ratio, only positions with a ratio higher than 0.05 were kept. A DESeq2 analysis was conducted based on this nucleotide-wise coverage files to detect differences within the two strains. 

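The authors' list of differential 3′ ends compares the pnp mutant with the wild type and holds, for each end, its replicon, strand, first and last position and the mean log2 fold change (pnp mutant/wild type) of the merged positions. By the paper's Methods a position needed a minimum coverage in a library, and DESeq2 ran per nucleotide. The list carries no values per library, so the spread between replicates and the depth at each end are unknown here. For the values that follow, each end was assigned to every feature on the same strand that it touches by at least 1 nt, and ends outside all features were taken as ends in untranslated regions. Shares are given with exact binomial intervals at 95% (Clopper-Pearson), which treat ends as independent, and Fisher's exact test, two-sided, was used to compare the directions between feature classes.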

All positions which showed a log_2_-fold change ≤ − 1 or ≥ + 1 and an adjusted *p*-value ≤0.05 (Benjamini Hochberg algorithm) were kept for further analysis, the other positions were rejected. Due to the fact that the 3′-to-5′ end processing is a dynamic process, it is supposed that in some cases several 3′ ends per RNA molecule will be detected. This is why we decided to merge all nucleotide positions within a range of 3 nt with BEDtools’ subcommand *merge*. The range of mapped positions which belong to one 3′ end is defined as distribution size. All resulting positions are regarded as true differential 3′ ends.

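The 3′ ends that differed most lie upstream of a 16S rRNA, in sRNA_00058 and between other genes of their own strand. The strongest one enriched in the pnp mutant was at 33384 on the plus strand of chromosome 2 (log2 fold change 13.95). It lies 214 nt from the nearest gene on that strand and upstream of the 16S rRNA that starts at 33674. In sRNA_00058 the ends at 942734 and 942721 on chromosome 2 were at 11.73 and 11.30, and an end at 3168847 on chromosome 1, 52 nt from thiB, was at 11.60. The value at 942734 was listed again at 3188240 on chromosome 1. An end of sRNA_00058 at 942900 likewise had the value of an end at 33555, upstream of the same 16S rRNA. Such repeats are not independent. Of all 1072 ends, 801 lie on chromosome 1 and 173 on chromosome 2. Plasmids A, B, C, D and E hold 37, 22, 6, 24 and 9. A single position made up 725 of the ends (67.6%). The mean width was 2.45 nt, the third quartile 2 nt and the largest 41 nt.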

In total 1072 differential 3′ ends could be detected, the majority of them (around 68%) were mapped to a single position (Fig. 5a). 

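Among the genes whose enriched ends lay in the main range of log2 fold changes were trmD (median 7.03 over 9 ends), pufM of the photosynthetic reaction centre (7.05 over 7 ends), the ribosomal protein gene rplS (6.92 over 7 ends) and pufL of the reaction centre (6.54 over 8 ends). In all, 884 ends were enriched in the pnp mutant (82.5%, 95% interval 80.1% to 84.7%) and 188 were depleted (17.5%). The median log2 fold change of the enriched ends was 6.50, with quartiles of 6.10 and 6.99. Of these, 763 lay between 5 and 9, which is 86.3% of the enriched ends and 71.2% of all ends. Chromosome 1 held 654 of the enriched ends and chromosome 2 held 137.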

By far most of all 3′ ends (82%) were strongly enriched in the *pnp* mutant strain showing a log_2_-fold change between + 5 and + 9 (Fig. 5b). These ends represent either termination sites or arise from cleavage by endoribonucleases and are further processed by PNPase in the wild type. The ends were strand-specifically assigned to the different feature classes according to their genomic position with BEDtools *intersect*. All 3′ ends that did not overlap with any feature were classified in the group UTR. This group may also contain additional sRNAs that have not yet been identified. The most prominent changes could be observed within the coding sequences and the untranslated regions: In both feature classes, around 10 times more RNA 3′ ends were enriched in the *pnp* mutant compared to the wild type (Fig. 5c). These 885 ends are interpreted as PNPase-degraded. 

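Coding sequences held 467 ends enriched in the pnp mutant and 41 depleted, 11.4 enriched ends per depleted end (91.9% enriched, 95% interval 89.2% to 94.1%; Fisher's exact test against all other ends, adjusted p = 8.59e-15). Among them were 11 ends in a putative porin gene on chromosome 1 (2591758 to 2592750), and 7 in rplB of the large ribosomal subunit, with a median of 6.89. Untranslated regions held 334 enriched and 42 depleted ends, a ratio of 7.95 (88.8% enriched, adjusted p = 8.14e-05 by the same exact test). In non-coding RNAs 41 of 61 ends were enriched (67.2%, exact test, adjusted p = 0.00343), fewer than among the other ends. For rRNAs it was 29 of 35 (82.9%, exact test, adjusted p = 1). In tRNAs only 13 of 93 were (14.0%, exact test, adjusted p = 4.71e-53). The enriched ends of tRNAs and rRNAs were weaker, with medians of 1.47 and 1.77 against 6.56 in coding sequences and 6.43 in untranslated regions. One end touched a feature of 2 classes and is counted in both. Ends with the same values in copies of an rRNA or tRNA are counted once per copy. The exact tests and intervals take them as independent, which they are not.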

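The enriched ends were set beside the abundance of the genes that hold them. Of 272 genes and RNAs with at least 1 enriched end, 49 rose in the pnp mutant, among them trmD, hutH of histidine breakdown and the clock gene kaiC2, 38 fell, among them the putative porin gene, and 185 did not pass the test. Their median gene log2 fold change was 0.08. The paper interprets the enriched ends as belonging to RNA that PNPase degrades. Where a feature other than a tRNA or rRNA had at least as many raw counts in the wild type as in the mutant, 4 of its 40 ends in 26 features were enriched (10.0%, 95% interval 2.79% to 23.7%), and these features had a median gene log2 fold change of -2.77. In the features with more raw counts in the mutant 504 of 528 ends were (95.5%).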

To search for putative motifs, the 15 nt upstream sequence of every *pnp* enriched differential 3′ end was extracted with BEDtools *getfasta*. Only non-overlapping 3′ ends were kept for the following analysis to reduce bias during the motif analysis. No binding motif or consensus sequence could be found with MEME Suite (version 5.3.0).

**Fig. 5:**
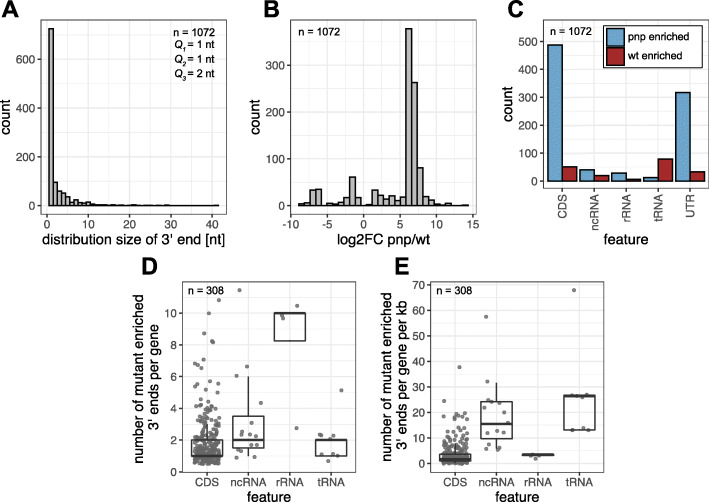
The PNPase mutation leads to a change in RNA 3′ end composition. **a** Histogram illustrating the different distribution sizes of all 1072 differential 3′ ends. *Q*_1_ = 1 nt; *Q*_2_ = 1 nt; *Q*_3_ = 3 nt; arithmetic mean = 3.86 nt. **b** Distribution of the log_2_-fold changes of all differential 3′ ends, comparing the *pnp* mutant strain and the wild type. 82% of the 3′ ends are enriched in the mutant. **c** All 3′ ends were assigned to genes or UTRs according to their genomic position and then grouped in feature classes. Most 3′ ends in CDS (coding sequences) and UTRs were enriched in the *pnp* mutant, but more tRNA 3′ ends were detected in the wild type. **d + e** The boxplots show the absolute number of 3′ ends enriched in the mutant per gene **d** and the relative number (normalized to the gene length) (**e**). Overall 306 genes were observed to harbour at least one 3′ end enriched in the mutant. Every dot represents one gene

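The ends enriched in the wild type were weak in tRNAs and rRNAs and strong in the other classes. In tRNAs their median log2 fold change was -1.36, and in rRNAs, with 6 such ends, it was -2.01. In coding sequences it was -6.62, in untranslated regions -6.40 and in non-coding RNAs -4.42. The strongest was at 890149 on the plus strand of chromosome 2 (-8.52). At 692704 on chromosome 1, upstream of the CcsR small RNAs, the end was at -8.41. Others lay at 12383 on plasmid D (-8.29), in a hypothetical protein at 2193301 on chromosome 1 (-8.17), whose transcript also fell in abundance, and in a GTP cyclohydrolase I gene at 446346 (-7.74). Over all 188 such wild type-enriched ends the median was -2.32, with quartiles of -6.52 and -1.37, and 81 lay above -2.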

We further detected 189 3′ ends which are enriched in the wild type. One possible explanation for this observation is, that these RNAs are degraded by PNPase from the 3′ end, but at the detected positions stable secondary structures prevent further RNA 3′-to-5′ end degradation in the wild type. For a test of this hypothesis all sequences within windows of 20 nt, 30 nt, 40 nt and 50 nt upstream of the detected wild type enriched 3′ ends were extracted as described above. As a control we selected sequences of the same length but located downstream of the 3′ ends (Supplementary Fig. S8A, Additional file 1). These RNA sequences are supposed to have no effect on the stop of PNPase decay since they are properly degraded. RNAfold (version 2.4.17) was used to compute the minimal folding energy (MFE) of every sequence. Independently of the window size, the distributions of both groups are highly similar and no shift to low MFE values was observable in the upstream sequences (Supplementary Fig. S8B, Additional file 1). But remarkably, the number of unstructured sequences (MFE = 0.0 kcal/mol) was three times higher downstream of the 3′ ends (*n* = 29, 13.8%) compared to the regions upstream of the 3′ ends (*n* = 9, 4.8%) (Supplementary Fig. S8C, Additional file 1). We therefore conclude that unstructured sequences may at least enhance degradation by PNPase while highly structured RNA sequences may facilitate a stop of decay. Moreover, other still unknown factors, e.g. binding proteins, are likely to influence degradation by PNPase. Using MEME, no recurring motif that could hint to conserved binding sites was detectable in the upstream sequences.

The group of tRNAs exhibited less differential 3′ ends in the *pnp* mutant strain, all with rather minor log_2_-fold changes (median − 1.3). This affects 32 of in total 54 tRNAs. 

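In tRNAs, 80 of the 93 differential ends were enriched in the wild type. Their median log2 fold change was -1.36, and -1.32 with the 13 ends enriched in the pnp mutant included. Of the 80, 65 lay between -1 and -2, and the lowest was at -6.66. The 3 tRNA-Ile copies of the rRNA operons held 18 of them, the 4 tRNA-Gly genes 12 and 3 of the 5 tRNA-Leu genes 8. Values repeat between copies, as for a tRNA-Ile end at -2.32 in each of its 3 copies. Such ends are not independent. The tRNA-Ala genes held 6 ends, all enriched in the mutant, and the tRNA-Met genes 1 end enriched in the wild type and 4 in the mutant.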

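Ends enriched in the wild type were found in all copies of tRNA-Ile, tRNA-Gly, tRNA-Glu, tRNA-Asp and tRNA-Gln, and in 32 of the 54 tRNAs in total. Copies with repeated values, such as those of tRNA-Ile and tRNA-Glu, are counted separately here. Of all tRNAs, 10 had an end enriched in the pnp mutant, and 39 had a differential end of either kind. None was listed in tRNA-His or tRNA-Lys. The 80 ends lay at a median of 29 nt from the annotated 3′ end of their tRNA, 11 of them within 5 nt of it and 50 closer to it than to the 5′ end.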

We observed characteristic 3′ ends which show a clear edge in the wild type RNA coverage profile of the tRNA^Gly^ and tRNA^Leu^ (see Supplementary Fig. S9A, Additional file 1). The other tRNAs coverage profiles of the wild type harbour only minor edges but are stronger sloped than in the *pnp* mutant (see Supplementary Fig. S9B, Additional file 1). The reason for these differences still remains concealed. Nevertheless, the detection of those 3′ ends depicts the high sensitivity of XPEAP. The influence of the *E. coli* PNPase on tRNA maturation and degradation has been investigated intensively. PNPase is involved in the repair process of several tRNAs [56], although this enzyme does not affect the tRNA poly(A) tail length [57]. Furthermore, both PNPase and RNase II remove the Rho-independent terminator structure of the leuX tRNA [58]. In chloroplasts of *A. thaliana*, the PNPase activity is directly linked to the decay of tRNAs [59].

Moreover, our data suggest that PNPase-dependent degradation is not limited to only one site per gene. 

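The genes with the most enriched ends were the putative porin gene and sRNA_00058, with 11 each. trmD had 9, and the cytochrome c peroxidase gene, pufL and a gene of unknown function next to the CcsR small RNAs (692457 to 692672) had 8 each. Of the 272 genes and RNAs with an enriched end, 156 had 1 and 116 had more (42.6%). The latter were 99 protein-coding genes, 10 non-coding RNAs, 4 rRNAs and 3 tRNAs, and 21 genes and RNAs had 5 or more. Per 100 nt of these genes and RNAs the median was 0.207 enriched ends.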

In many cases, more than one RNA 3′ end per gene was enriched in the mutant (Fig. 5d+e). This affects in particular the 23S rRNAs, but also several mRNAs and ncRNAs. This is not surprising, since often several RNase E cleavage sites per gene could be detected in *Rhodobacter sphaeroides*, but also in *Salmonella enterica* [6, 7]. 

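Each of the 3 copies of 23S rRNA held 9 enriched ends and 1 end enriched in the wild type. Over both kinds the median log2 fold change was 1.71 and the highest 7.48. These values are the same in the 3 copies, which are not independent. In sRNA_00058 the 11 enriched ends had a median of 6.01, and some of them had the same values as ends on chromosome 1. sRNA_00062 on plasmid A held 6 (median 7.45), rpoC of RNA polymerase 6 (6.68), and the protease genes clpX and lon 5 each (7.21 and 6.41). fusA1, an elongation factor gene, also held 5 (6.38).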

After RNase E cleavage, the RNA fragments become potential new substrates for PNPase.

It should be mentioned that some of the 1072 differential 3′ ends may arise from a stop of the sequencing reaction after about 75 nucleotides in the single-end sequencing. 3′ ends at such a distance from the 5′ end account for only 4.8% of all differential 3′ ends. Moreover, this number also contains real 3′ ends as depicted in Fig. 4: as predicted, a 75 nt RNA derived from IGR 1711-*rpsL* occurs only in the mutant but not in the wild type.

### Intersection analysis

Multiple ribonucleases are involved in RNA processing and turnover. In many organisms, the ribosomal RNA maturation requires an initial endonucleolytic cleavage of the long nascent precursor transcript by RNase III. This is followed by further enzymatic reactions, performed for example by RNase E, J, G and various other enzymes. PNPase can process those RNA species which are newly generated by endonucleases from the 3′ end. Furthermore, both PNPase and RNase E are part of the *E. coli* degradosome and work together in RNA degradation. In the *R. capsulatus* degradosom fraction PNPase activity could be detected, but only a small amount [11]. To get more insight into the interplay of RNase E, RNase III and PNPase we analyzed the correlation of 3′ ends from the wild type, the *pnp* mutant, an RNase III mutant and a strain with reduced RNase E activity. In the RNase III mutant strain, the *rnc* gene was removed by homologous recombination [24]. Since RNase E is an essential enzyme in *Rhodobacter sphaeroides*, the *rne* mutant strain was achieved by replacing the native *rne* by the gene of the thermosensitive RNase E from *E. coli* [54]. At 32 °C the enzymatic activity is already reduced and is even more reduced at 42 °C [7].

First, the differential 3′ ends were detected as described in the previous section (see Additional file 3 for the full list of detected RNA 3′ ends). 

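The authors' list for the rnc mutant, which lacks RNase III, has the same form as that for the pnp mutant and was made against the same wild type libraries. It holds 289 ends from 3 rnc mutant cultures grown as the others were. Of these, 85 were enriched and 204 depleted in the rnc mutant. tRNAs held 6 enriched and 109 depleted ends, untranslated regions 46 and 51, coding sequences 10 and 29, rRNAs 18 and 9, and non-coding RNAs 5 and 7. A single position made up 195 of the ends (67.5%), and the mean width was 2.82 nt. As for the pnp mutant, no values per library are listed, and no counts of the rnc mutant were used here. An end of one list was paired with an end of the other when they lay on the same strand within 1 nt.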

For the comparison of a mutant to the corresponding wild type strain, we only analyzed data that was obtained from the very same sequencing chip. Next, the overlap between the detected 3′ ends was investigated with BEDtools’ subcommand *window*. Using this function, a window of 1 nt upstream and 1 nt downstream of every differential *pnp* mutant 3′ end was set prior to the intersection analysis to compensate a potential inaccuracy during 3′ end determination. Two hundred eighty-nine differential 3′ ends could be detected in the *rnc* mutant, more than half of them (166; 57%) were uniquely overlapping with PNPase dependent 3′ ends (Fig. 6a). 

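Ends at the same place in both mutants were found in tRNAs, in the rRNA operons and in a few mRNAs. In pufL, an end at 1982317 to 1982319 was enriched in the pnp mutant (log2 fold change 6.99) and in the rnc mutant (6.44). In all 3 copies of 23S rRNA an end with a log2 fold change of 7.48 in the pnp mutant was at 13.13 in the rnc mutant. Ends depleted in both mutants lay in hemA and bchJ of tetrapyrrole synthesis, in the sigma factor gene rpoE1 and in phbC. Their log2 fold changes in the pnp and the rnc mutant were nearly equal. They were -6.33 and -6.40 in hemA, -6.92 and -6.79 in bchJ, and -6.75 and -6.82 in rpoE1. For phbC at 3026829 they were -6.90 and -6.96. The same wild type libraries enter both values of a pair. The pairs numbered 166, made of 163 ends of the pnp list and 157 ends of the rnc list. This is 57.4% of the rnc list counted by pairs and 54.3% counted by distinct rnc ends. When both ends of a pair had to change by at least 2 on the log2 scale, 79 pairs were left.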

Within this group, no 3′ end showed a reduced abundance in the *pnp* mutant and an increased abundance in the *rnc* mutant strain (Fig. 6b). 

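Of the 166 pairs, 146 (88.0%) changed in the same direction in both mutants. Equal directions also prevailed in shuffles that moved each rnc end within its own feature or gap. On average these held 22.8 pairs depleted in both, 11.2 enriched in both and 5.04 enriched in the pnp and depleted in the rnc mutant. The share of 88.0% alone therefore does not set the true pairs apart. The 94 pairs depleted in both mutants had median log2 fold changes of -1.48 in the pnp mutant and -1.65 in the rnc mutant, and 58 of them lay in tRNAs. The 52 pairs enriched in both had medians of 3.90 and 5.57, with 20 in untranslated regions and 18 in rRNAs. Of these 52, 33 lie within the 3 rRNA operons, as do 51 of all 166 pairs. Values repeat between the operons, so these pairs are not independent. The 20 other pairs were enriched in the pnp mutant and depleted in the rnc mutant. For the reverse, 0 of the 85 ends enriched in the rnc mutant were paired with a pnp-depleted end, which allows a share of up to 4.25% (exact binomial interval). The interval takes repeated copies as independent ends. In the shuffles such pairs averaged 0.071, so a count of 0 carries little weight. Both lists were made against the same wild type libraries. The effect of this on ends was not simulated. A simulation of summed gene counts cannot settle it, since ends were tested per nucleotide. For gene counts, in 20 simulated draws of 2 unchanged mutants against 1 shared wild type group, edgeR called 0 of 3104 genes in both comparisons. At an unadjusted p of at most 0.05 by edgeR, an average of 33 genes passed in both with the same sign and 0.2 with the other.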

By far the highest number of overlapping ends could be found in tRNAs (Fig. 6c). 

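By class, tRNAs held 68 of the pairs, among them pairs in each of the 3 tRNA-Ile copies, untranslated regions 54, coding sequences 22, rRNAs 18 and non-coding RNAs 5. The pairs of tRNAs were 58 depleted in both mutants, 6 enriched in both and 4 enriched in the pnp mutant and depleted in the rnc mutant. All 18 pairs in rRNAs were enriched in both mutants. They lie in the 3 copies of 23S rRNA with the same values in each, and are not independent.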

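Of the 20 ends enriched in the pnp mutant and depleted in the rnc mutant, 15 lie within the 3 rRNA operons, at the same places in each. Their values are equal or nearly equal between the operons, so they are not independent. On chromosome 1 an end at 1556 to 1559, between 16S rRNA and tRNA-Ile, had log2 fold changes of 4.80 in the pnp mutant and -8.44 in the rnc mutant. Between tRNA-Ile and tRNA-Ala, the end at 1803 to 1809 was at 5.37 and -6.94. Between tRNA-Ala and 23S rRNA, the end at 1997 was at 3.43 and -1.88, and between 23S and 5S rRNA, the one at 5098 to 5100 at 5.43 and -4.60. In the tRNA-Met genes at the end of the operons the values were 1.46 and -1.94. Of the other 5, 3 shared the same values (2.69 and -10.14), at 33555 on chromosome 2, 119 nt upstream of a 16S rRNA, at 3188406 on chromosome 1 and in sRNA_00058 at 942900 on chromosome 2. They stand for a repeated position and are not independent. The remaining ones were an end in tRNA-Phe at 0.54 and -1.45, the former under the limit of 1 that the Methods give per position, and an end between genes of its strand at 3144169 on chromosome 1 (6.60 and -6.59). The 20 ends are 9.80% of the 204 ends depleted in the rnc mutant (95% interval 6.09% to 14.7%). The interval takes repeated copies as independent ends, which they are not, and is therefore too narrow. The paper concludes that ends of this kind are made by RNase III and then processed further by PNPase.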

Taken together, 9.7% of all RNase III generated RNA 3′ ends are further processed by PNPase (Fig. 6a + b: quadrant *rnc* depleted, *pnp* enriched). Although in *E. coli* RNase III is involved in *pnp* mRNA processing [20, 60], we could not observe any effect on the *pnp* mRNA levels in the RNase III mutant strain in *Rhodobacter sphaeroides*.

**Fig. 6:**
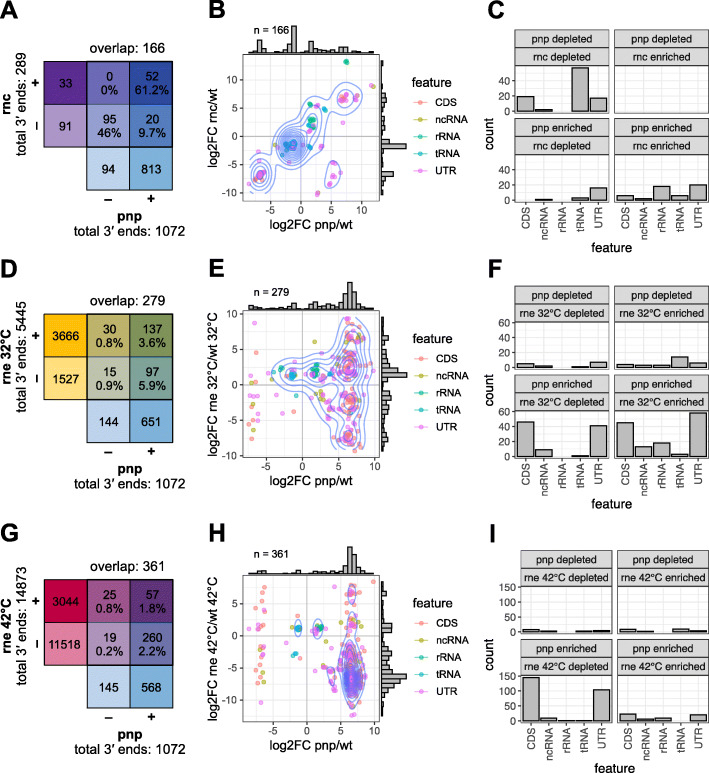
Many differential 3′ ends found in the PNPase mutant can also be detected in the RNase III or RNase E mutant strain at the same genomic position. **a, d, g** Venn diagrams illustrating the total number of differential 3′ ends found in each mutant strain in comparison to the wild type (+: mutant enriched; −: mutant depleted) and the number differential 3′ ends which could be mapped to the same genomic position. Percentage: number of 3′ ends in respective quadrant devided by the total number of *rnc*/*rne* 32 °C/*rne* 42 °C enriched or depleted 3′ ends. Blue: *pnp* mutant; violett: *rnc* mutant; yellow: *rne* mutant at 32 °C; red: *rne* mutant at 42 °C. **b, e, h** Scatterplots depicting the intersecting analysis, every dot represents one differential 3′ end. x-axis: log_2_-fold change *pnp* mutant versus wild type; y-axis: log_2_-fold change *rnc/rne* mutant versus wild type. Feature classes harboring the observed 3′ ends are color coded. Orange: CDS; yellow: ncRNA; green: rRNA; blue: tRNA; violett: UTR. Blue lines represent a 2D density function. The histograms (grey) illustrate the distribution of intersecting 3′ end log_2_-fold changes of the compared strains. **d, f, i** Histograms display the number of intersecting 3′ ends, which are grouped in mutant enriched/depleted and feature classes. x-axis: feature class; y-axis: count

A much greater number of total 3′ ends was identified to be RNase E-dependent: 5445 at 32 °C and 14,873 at 42 °C (Fig. 6d+g). At the permissive temperature, the majority of differential 3′ ends could be assigned to CDS and UTR (Fig. 6e+f). At the non-permissive temperature more than 2.5% of all differential *pnp* mutant RNA 3′ ends (279 in total, 271 unique *pnp* mutant ends) overlap with those differential 3′ ends identified in the *rne* mutant. Plotting the log_2_-fold changes reveals a specific pattern: 75% of all intersecting 3′ ends are *pnp* enriched and *rne* depleted (Fig. 6h), suggesting that these 3′ ends are generated by RNase E cleavage and further removed by PNPase. This group is mainly composed of ends located in CDS and UTRs, but also in several ncRNAs (Fig. 6i). Interestingly only 5.9% of all 3′ ends which are generated by RNase E are further degraded by PNPase. Such a low fraction of around 6% was also observed in *S. pyogenes* [31]. We hypothesize, that a portion of the RNase E generated 3′ ends can at least partly be trimmed by other 3′-to-5′ exonucleases and thus are not detected in the *pnp* mutant strain. Also, stable secondary structures at the newly generated 3′ ends may prevent PNPase degradation. At the permissive temperature, the *pnp* mRNA levels do not differ, whereas at 42 °C the *pnp* mRNA levels are more than doubled (log_2_-fold change = 1.75, comparison *rne* mutant versus wild type) strongly supporting an effect of RNase E on *pnp* stability.

We further elucidated the statistical significance of the observed overlapping 3′ ends. For every comparison of detected 3′ ends (*pnp* mutant versus *rnc*/*rne* mutant) BEDtools’ subcommand *fisher* was used to first compute the number of possible 3′ ends, taking into account the genome size and the individual distribution sizes of determined 3′ ends. Second, the number of overlaps and non-overlaps was computed and the Fisher’s exact test applied. 

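The chance of shared ends in tRNAs, rRNAs and all other RNAs was set against a number of possible ends. This number was the length of both strands of all replicons up to their last annotated base, 9201250 nt, divided by the sum of the mean widths of both lists and the 1 nt window at each side, and came to 1265540. Independent lists with ends placed evenly over both strands would share 0.245 ends. The odds ratio on this basis was 1643 by Fisher's exact test, two-sided, with a p of 0 at the precision of the computation. Ends are listed only where RNA was read, so this basis overstates the excess. Moving ends within their own features gave 35.8 on average.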

For a possible number of 633,092 (*pnp* versus *rnc*), 748,506 (*pnp* versus *rne* 32 °C) and 667,153 (*pnp* versus *rne* 42 °C) RNA 3′ ends the resulting two-tail *p*-value are close or equal to 0 in each case (0, 7.3 × 10^− 241^, 2.9 × 10^− 239^). This strongly suggests a higher number of RNA 3′ ends at the same genomic positions than would be expected, if the given 3′ ends would be randomly distributed within the genome.

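To keep the number of ends in each tRNA, rRNA and other feature, each end of the rnc list was also moved at random within the feature, or the gap between features, that holds it, while the pnp list stayed. Over 1000 shuffles, 35.8 ± 4.69 moved ends (SD) were paired with an end of the pnp list and at most 53, against 157 for the true positions. The one-sided permutation p was 0.001, the smallest that 1000 shuffles can give. In tRNAs, the class with the most pairs, both lists hold mostly depleted ends, and both share the wild type libraries. From the overlap, the paper proposes that more ends lie at the same genomic positions than a random distribution would give.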

The total number of detected 3′ ends as well as the overlapping 3′ ends differ within the strains analyzed in this study. It cannot be excluded, that this observation may be influenced by a different number of uniquely aligned reads: The samples of the RNase E mutant and the corresponding wild type strain previously published [7] showed on average a four times higher number of uniquely aligned reads than the samples sequenced for this study (PNPase mutant, RNase III mutant and wild type strain). On the other hand, although Lécrivain et al. [61] used a somewhat different algorithm and parameters to detect differential 3′ ends in *Streptococcus pyogenes*, the number of identified 3′ ends (wild type enriched: 183; *pnp* mutant enriched: 1255) is strikingly similar to our findings in the Gram-negative organism *R. sphaeroides* (wild type enriched: 189; *pnp* mutant enriched: 885). This similarity strongly supports the reliability of the data obtained in this study and suggests valid differences in between the analyzed strains.

To illustrate these overlapping 3′ ends we chose two of the previously shown sRNAs. Several differential 3′ ends can be found in the sRNAs CcsR1–4, which are derived from one co-transcript by RNase E cleavage [52]. 

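CcsR1, CcsR2 and CcsR3 are small RNAs encoded on the minus strand of chromosome 1, downstream of a gene of unknown function (DUF1127). Normalized counts of CcsR1 (RSs0680a, 692372 to 692455) were 1739.9 ± 444 in the wild type and 2127 ± 330.1 in the pnp mutant (SD, n = 3; log2 fold change 0.29, standard error 0.22, adjusted p = 0.331 from edgeR). For CcsR2 (RSs0680b, 692272 to 692348) they were 316 ± 78.7 and 215 ± 32.4 (-0.57, standard error 0.19, adjusted p = 0.0267 from edgeR), and for CcsR3 (RSs0680c, 692157 to 692240) 622 ± 43.1 and 555 ± 67.2 (-0.17, standard error 0.16, adjusted p = 0.447). All 3 stayed under the limit of 1 on the log2 scale. Scaled on total counts instead, CcsR1, CcsR2 and CcsR3 were at 2.29, 1.44 and 1.83, which turns the sign of CcsR2 and CcsR3. The DUF1127 gene was at 0.84 (adjusted p = 0.00346 from edgeR). CcsR4 has no annotated feature of its own in the count table.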

The read coverage depicts a strong enrichment of CcsR1–4 in the *pnp* mutant (Fig. 7a), which agrees with the Northern Blot data (Fig. 4a). 

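Around the CcsR small RNAs 20 differential 3′ ends were listed, 19 of them enriched in the pnp mutant, with log2 fold changes of 2.39 to 7.80. The DUF1127 gene held 8 (5.90 to 7.80). CcsR1 held 2, at 692373 to 692380 (2.63) and 692400 to 692401 (2.39), and CcsR3 held 2, at 692157 (4.06) and 692206 to 692215 (6.92). Downstream of CcsR3, 6 more lay between 691928 and 692101, each at 6.12 to 6.87. These are 3 places listed in 2 copies with the same values to 2 decimals, and are not independent. Another end lay at 692680 to 692682 (6.42). In CcsR2 no end was listed.

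**Figure D3:**
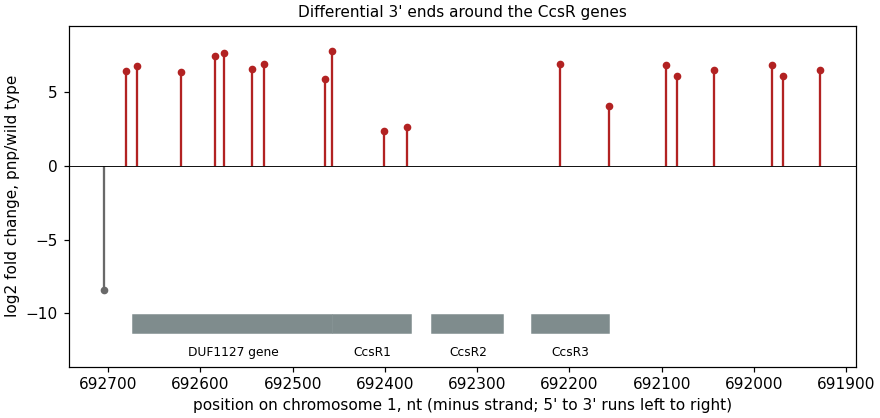
Log2 fold change (pnp mutant/wild type) of each differential 3′ end around the CcsR genes, by position in nt on the minus strand of chromosome 1, with boxes for the annotated genes. The 19 enriched ends lie at 2.39 to 7.80 and the depleted end at 692704 lies at -8.41.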

Several *pnp* mutant enriched 3′ ends have been detected. Three of them overlap with those RNA 3′ ends which are depleted in the *rne* mutant in comparison to the wild type, even at 32 °C (Fig. 7a, highlighted in red color). 

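In the stretch upstream of rpsL, the gene of a ribosomal protein of the small subunit, 6 differential 3′ ends were listed, all enriched in the pnp mutant. The strongest was at 303248 to 303254 on the plus strand of chromosome 1 (log2 fold change 8.96). Others lay at 303272 to 303278 (5.89), 303283 to 303286 (7.23), 303310 (6.60), 303316 to 303317 (6.62) and 303362 (6.40), the last 57 nt upstream of rpsL. The small RNA has no annotated feature of its own in the count table. For rpsL (303419 to 303790) the normalized counts were 108 ± 31.1 in the wild type and 72.4 ± 18.3 in the mutant (SD, n = 3; log2 fold change -0.59, standard error 0.23, adjusted p = 0.0572 from edgeR), and on total counts its log2 fold change was 1.41.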

The read coverage of the sRNA IGR_RSP_1711_*rpsL* reveals, that the first 75 bases of the RNA are enriched in the *pnp* mutant (Fig. 7b). This shorter fragment was also detected by Northern blot analysis (Fig. 4a). Comparing wild type and the RNase E deficient strain, a 3′ end depleted in the mutant could be found at the very same site. Despite some changes in overall abundance, no RNase III-dependent differential 3′ ends were detectable. 

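The list of the rnc mutant held 0 ends in the stretch upstream of rpsL where the pnp list held 6. Around the CcsR genes it held 1, at 692704, upstream of the DUF1127 gene, which was depleted in the rnc mutant (log2 fold change -8.47). Within UpsM (RSs0682), a small RNA of chromosome 1, neither list held an end. In the 100 nt on each side, the pnp list held an enriched one at 694655 to 694656 (2.91), 63 nt from UpsM, and the rnc list none. The lists name only ends that passed the authors' limits, so a smaller difference at these places would not appear.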

For both of the two described sRNAs, a similar processing pattern is proposed. The initial transcript is first processed by RNase E, indicated by the depleted 3′ ends in the *rne* mutant. Followed by this cleavage, the remaining RNA molecule is further degraded by PNPase thus leading to enriched 3′ ends in the *pnp* mutant. This observation is in agreement with previous studies in Gram-negative (reviewed in [29, 30]) as well as in Gram-positive bacteria. In *Streptococcus pyogenes* for example, the endonuclease RNase Y generates new RNA 3′ ends, which are subsequently trimmed by PNPase [31]. PNPase seems not to be a component of the degradosome of the related species *R. capsulatus* [11], which most likely also accounts for *R. sphaeroides*. Even though this direct interaction between RNase E and PNPase may be lacking, our data provide strong evidence that stepwise RNA processing is mediated by these enzymes also in *Rhodobacter.*

**Fig. 7:**
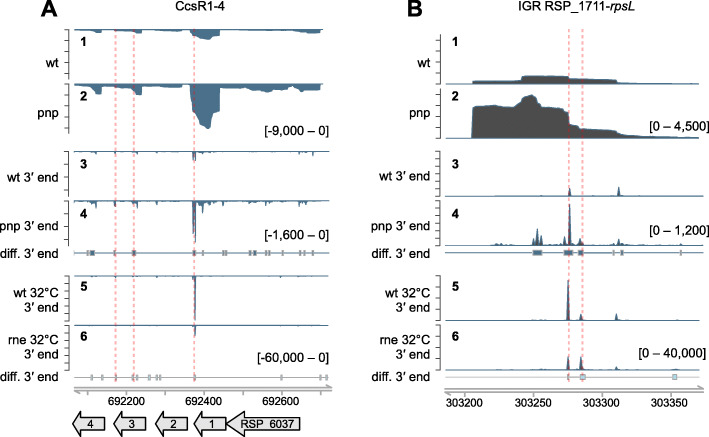
The sRNA levels of CcsR1–4 and IGR_RSP_1711_*rpsL* are modulated by RNase E cleavage and PNPase processing. XPEAP reveals overlapping differential 3′ ends detected in the RNAs CcsR1–4 (**a**) and IGR_RSP_1711_*rpsL* (**b**). Panel 1 and 2: RNA-Seq full coverage (wild type and *pnp* mutant strain). Panel 3 and 4: 3′ end coverage (wild type and *pnp* mutant strain). Panel 5 and 6: 3′ end coverage (wild type and *rne* mutant strain at 32 °C). Small boxes indicate positions of true differential 3′ ends computed with XPEAP. Red lines: overlapping differential 3′ ends. Y-axis count scales are indicated in square brackets

## Conclusion

In this study we characterized the function of PNPase in the Gram-negative alpha-proteobacterium *Rhodobacter sphaeroides* and shed light on the interplay of RNase E, RNase III and PNPase during RNA degradation. A lack of the KH-S1 RNA binding domain leads to severe effects on growth behavior, temperature stress tolerance, pigmentation and the bacteriochlorophyll *a* content. Total RNA sequencing illustrates a high impact of PNPase on levels of diverse RNAs, in particular on tRNAs and rRNAs. We could further demonstrate, that the stability of several regulatory sRNAs relies on PNPase function, thus leading to altered levels during exponential growth phase. Next, the global comparison of differential RNA 3′ ends identified in the *pnp* and *rnc* mutant strain as well as in a strain with reduced RNase E activity is in agreement with a sequential processing of transcripts: 5.9% of all RNase E and 9.7% of all RNase III generated RNA 3′ ends are afterwards trimmed by PNPase.

## Supplementary Information

**Additional file 1: Table S1.** Strains used in this study. **Table S2.** Overview of all oligonucleotide probes and corresponding sequences that were used in this study. **Figure S1.** Scatterplot of the principal component analysis, which was performed using DESeq2. Each of the colored dots (*pnp* mutant strain: red; wild type: blue) represents one replicate. **Figure S2.** Comparing the *pnp* mutant to the wildtype, the RNAs with decreased (A) or increased abundance (B) could not be assigned to specific orthologous groups of encoded proteins (COG). x-axis: relative number of observations per group [%]; y-axis: COG category. **Figure S3.** The 3′ elongated RNA sequences are similar in the wild type and the *pnp* mutant strain. A) Schematic overview of the sequence extraction procedure. The lengths of all non end-to-end mapped reads (B) and of all tail sequences (C) do not differ. In both strains the first part of the tail (around 20 nt in length) is guanine rich (D). **Figure S4.** Full size Northern blots of the depicted images in Fig. 4. with probes CcsR1 (A), SorY (B), UpsM (C), IGR_1711_*rpsL* (D) and 5′ UTR RSP_6083 (E). Red frames mark the selected sections. **Figure S5.** Full size Northern blots of the depicted half-life images in Fig. 4. with probes CcsR1 (A) and SorY (B). Red frames mark the selected sections. **Figure S6.** Full size Northern blots of the depicted half-life images in Fig. 4, with probes UpsM (A) and IGR_1711_*rpsL* (B). Red frames mark the selected sections. **Figure S7.** Full size Northern blots of the depicted half-life images in Fig. 4 with probe 5′ UTR RSP_6083. Red frames mark the selected sections. **Figure S8.** A) Sequence windows of 20, 30, 40 or 50 nt upstream and downstream of every wild type enriched 3′ end were extracted. B) Every dot in the boxplots depicts the minimal folding energy (MFE) [kcal/mol] of one RNA sequence computed with RNAfold. C) The number of unstructured sequences (MFE = 0.0 kcal/mol) is increased in the group of 20 nt downstream control sequences. **Figure S9.** Representative RNA full coverage and 3′ end coverage profiles of two selected tRNAs in the wild type and the *pnp* mutant strain. The full coverage of tRNAs can exhibit characteristic 3′ ends as shown for tRNA^Leu^ (A) or 3′ ends which are detected because of minor edges and a different slope (tRNA^Pro^, B).

**Additional file 2: **Supplementary tables of differential gene expression. **Table S3.** DESeq2 analysis results comparing the differential gene expression in the *pnp* mutant strain and the wild type. **Table S4.** BaySeq analysis results comparing the differential gene expression in the *pnp* mutant strain and the wild type.

**Additional file 3: **Supplementary tables of all differential RNA 3′ ends. **Table S4.** Differential RNA 3′ ends comparing the *pnp* mutant strain and the wild type. **Table S5.** Differential RNA 3′ ends comparing the *rnc* mutant strain and the wild type. **Table S6.** Differential RNA 3′ ends comparing the *rne* mutant strain (32 °C) and the wild type (32 °C). **Table S7.** Differential RNA 3′ ends comparing the *rne* mutant strain (42 °C) and the wild type (42 °C).

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI Gene Expression Omnibus repository (GSE156818 and GSE71844).

# Supplementary material for: Impact of PNPase on the transcriptome of Rhodobacter sphaeroides and its cooperation with RNase III and RNase E
**Source:** BMC Genomics. 2021 Feb 6;22:106. doi: 10.1186/s12864-021-07409-4

Table S1

<i>Rhodobacter sphaeroides</i> strain	description	reference
2.4.1	wild type	[61]
<i>rne</i> ^{ts}	Δ(<i>rne</i> :: <i>rne</i> ^{E.c.ts} ;Sp)	[53]
Δ <i>rnc</i>	Δ(<i>rnc</i> ::Km)	[24]
<i>pnp</i> Δ <i>KH-S1</i>	Δ(<i>pnp_KH-S1</i> ::Gm)	this study

Table S2

name	sequence 5'-3'	reference
p_CcsR1	CGTCGCCGCTGCTGCTACAGGTC	[51]
p-0682 (UpsM)	GACTCAGGTGGTCGCCAGATACC	[53]
p-1543	ATGAAGCGGACGAGAGAACCCTC	[52]
probe_RSP1711_rpsL	CGGATCATGACCACTACAGTTAACT	this study
probe_RSP6083_5UTR	GGAAAGGCTACGTTTCGAAAGTTAGG	this study

Fig S1

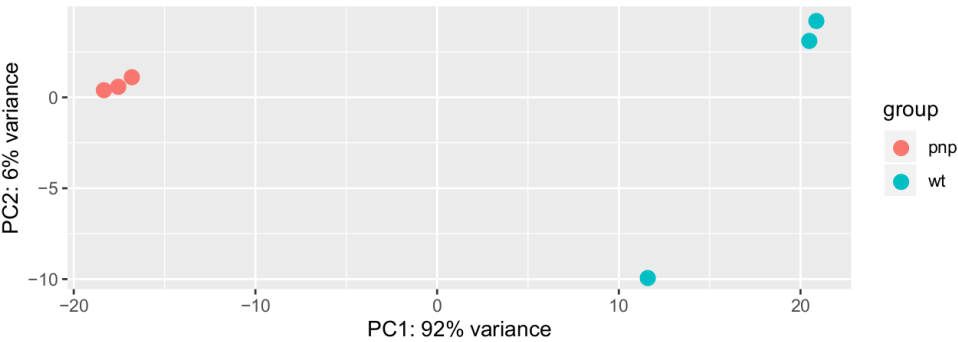

Fig S2

A

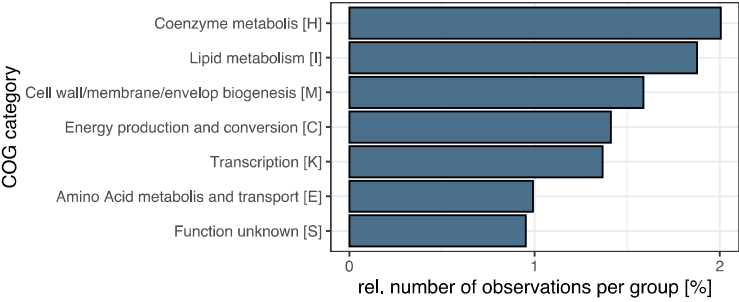

B

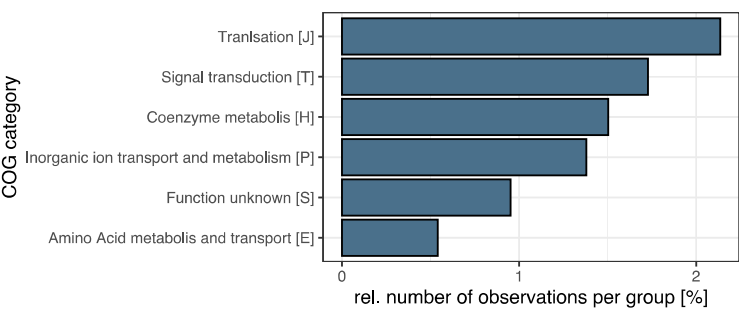

Fig S3

A

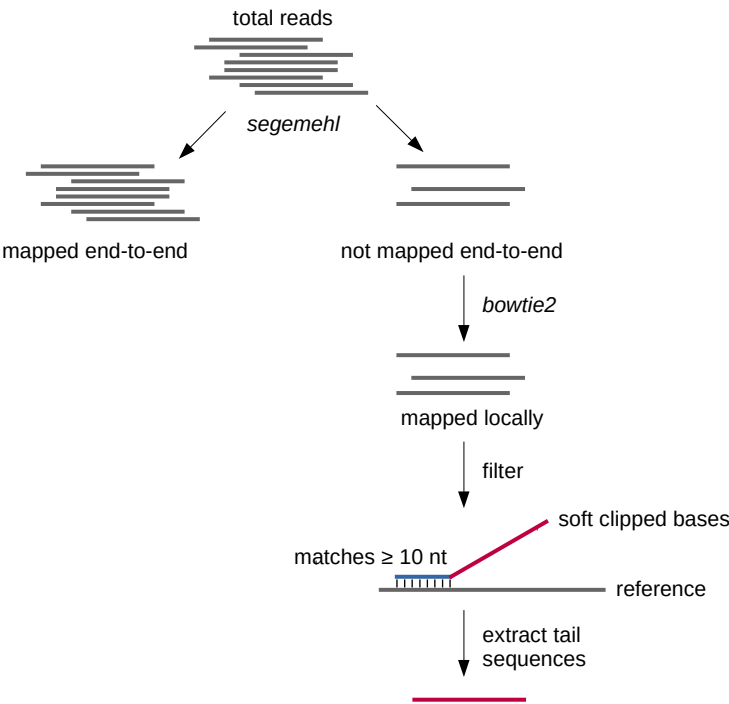

B

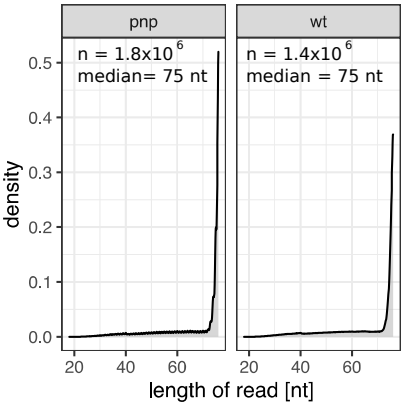

C

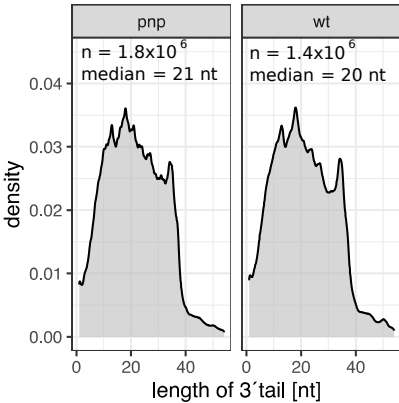

D

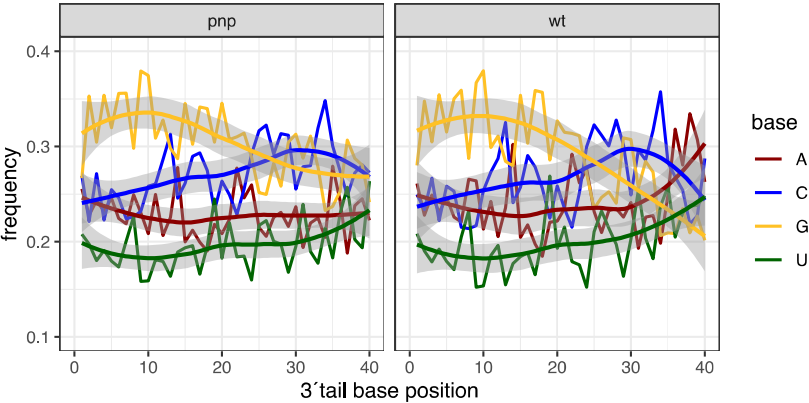

Fig S4

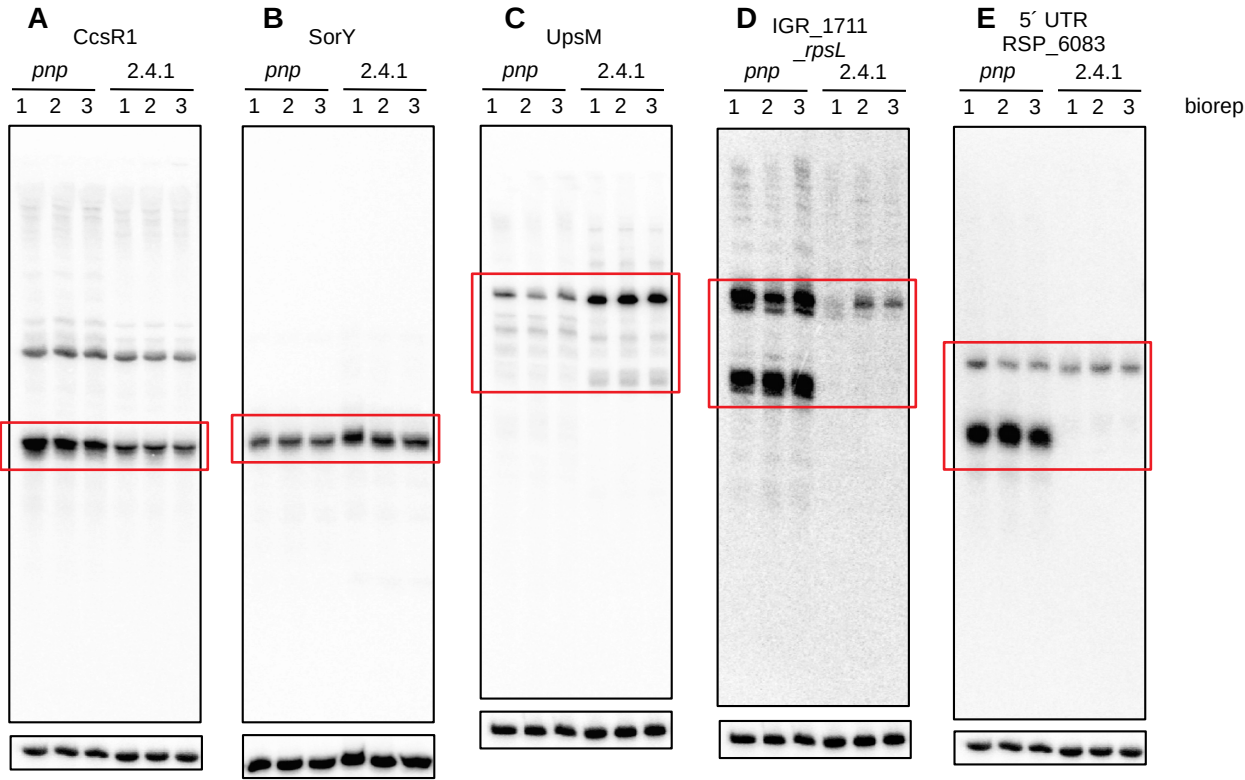

Fig S5

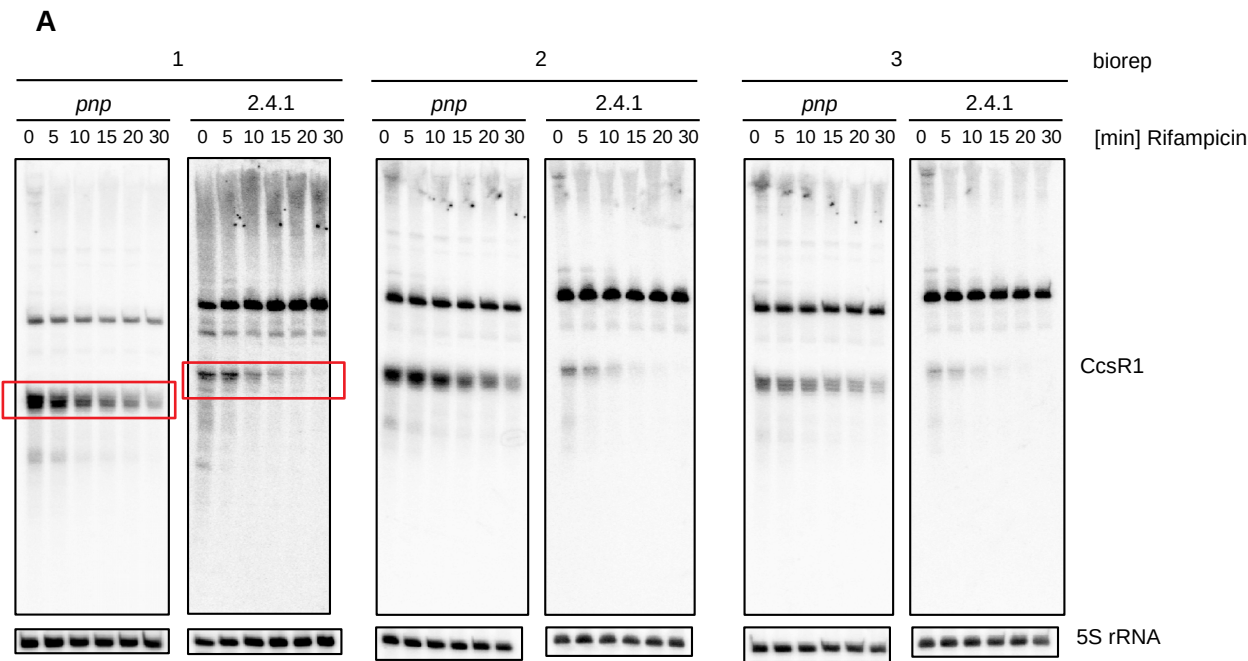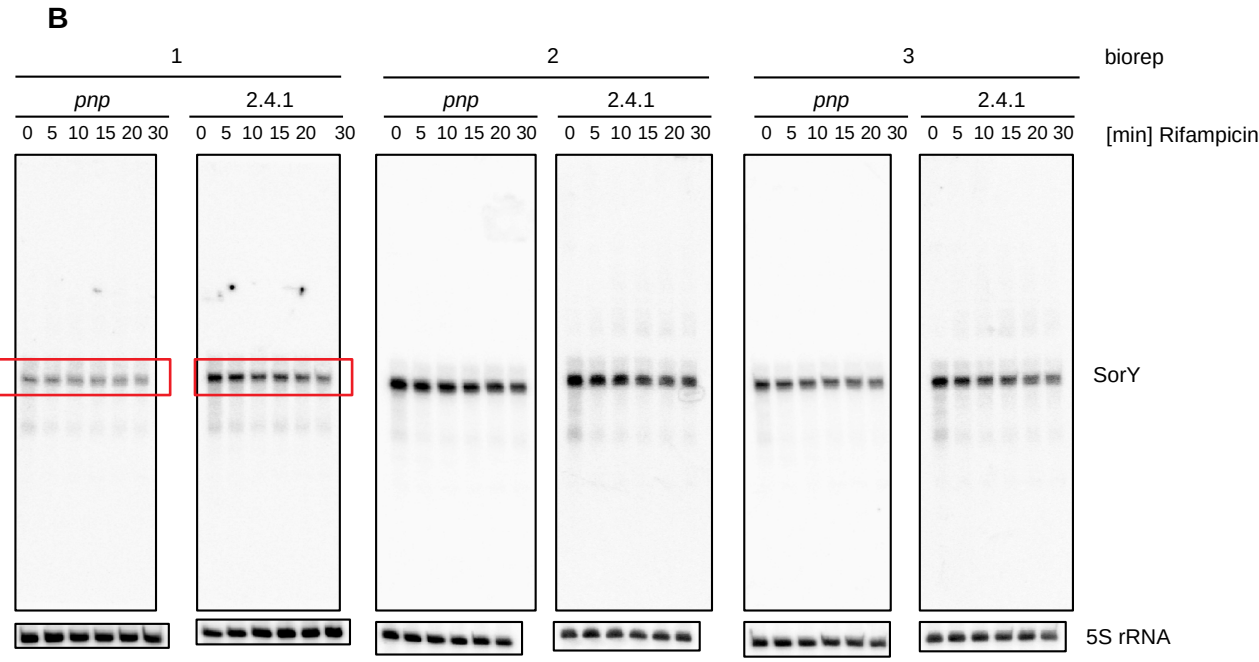

Fig S6

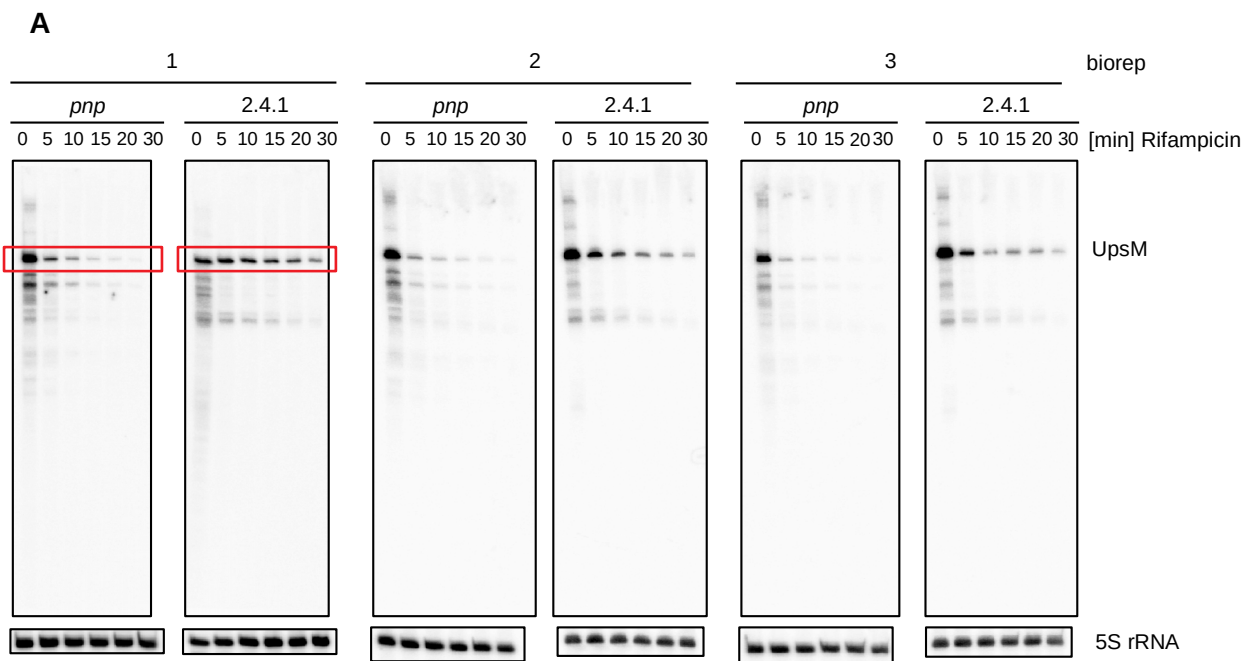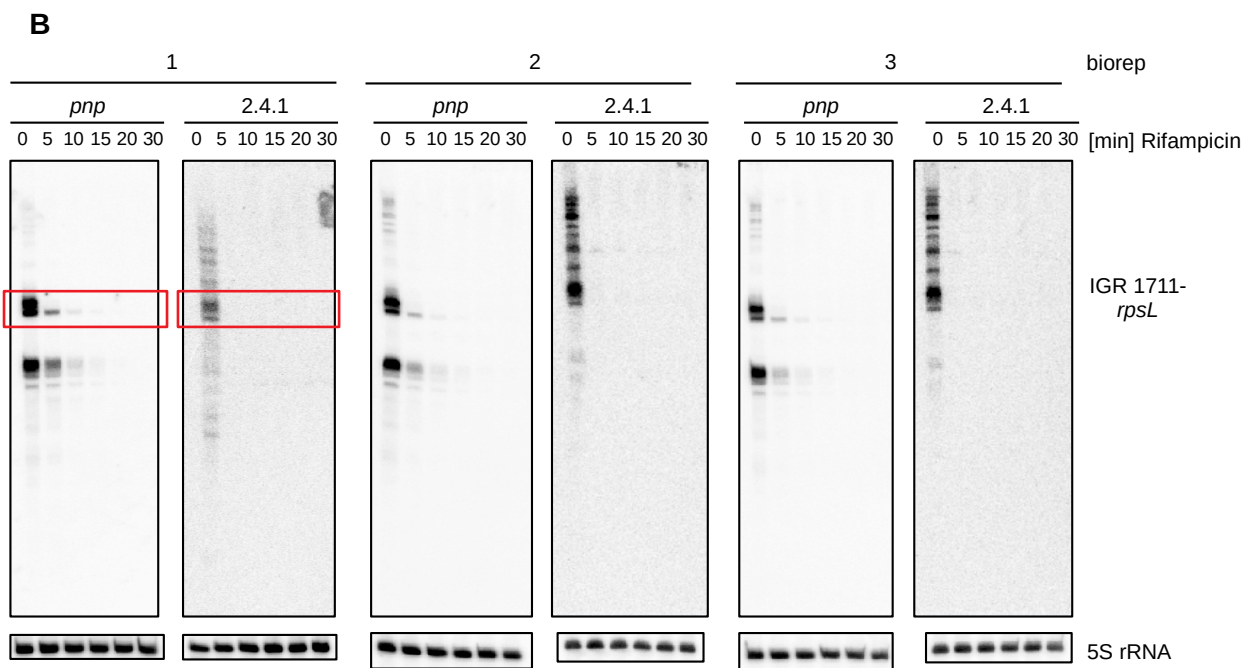

Fig S7

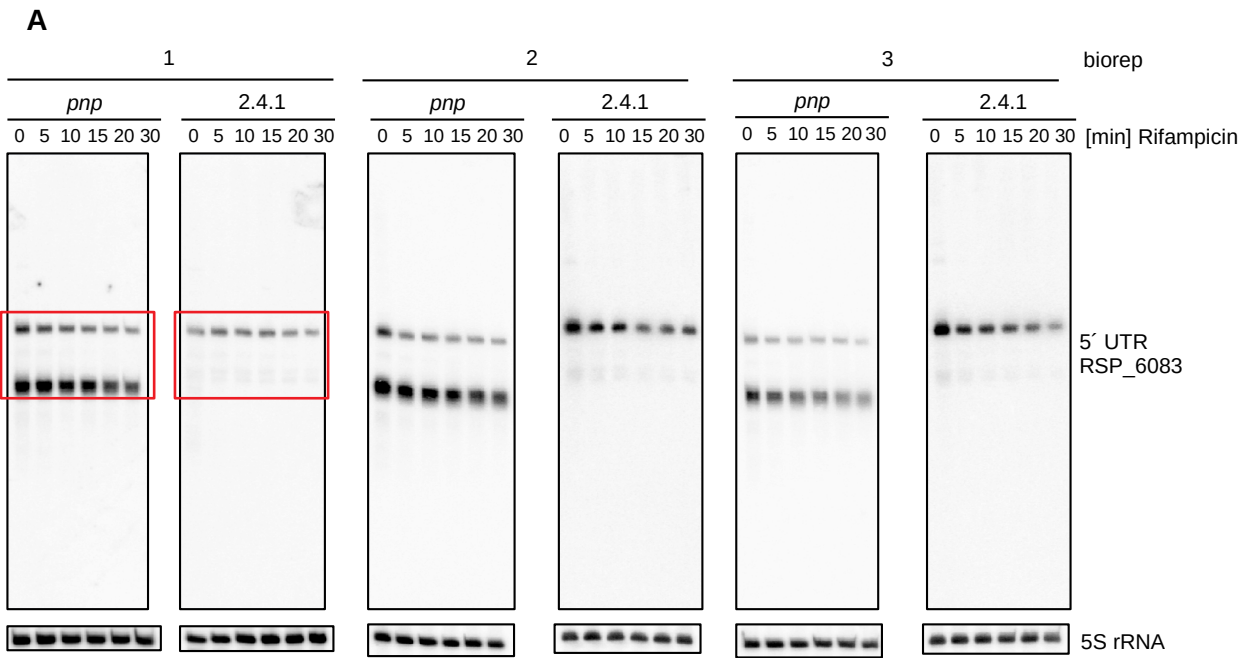

Fig S8

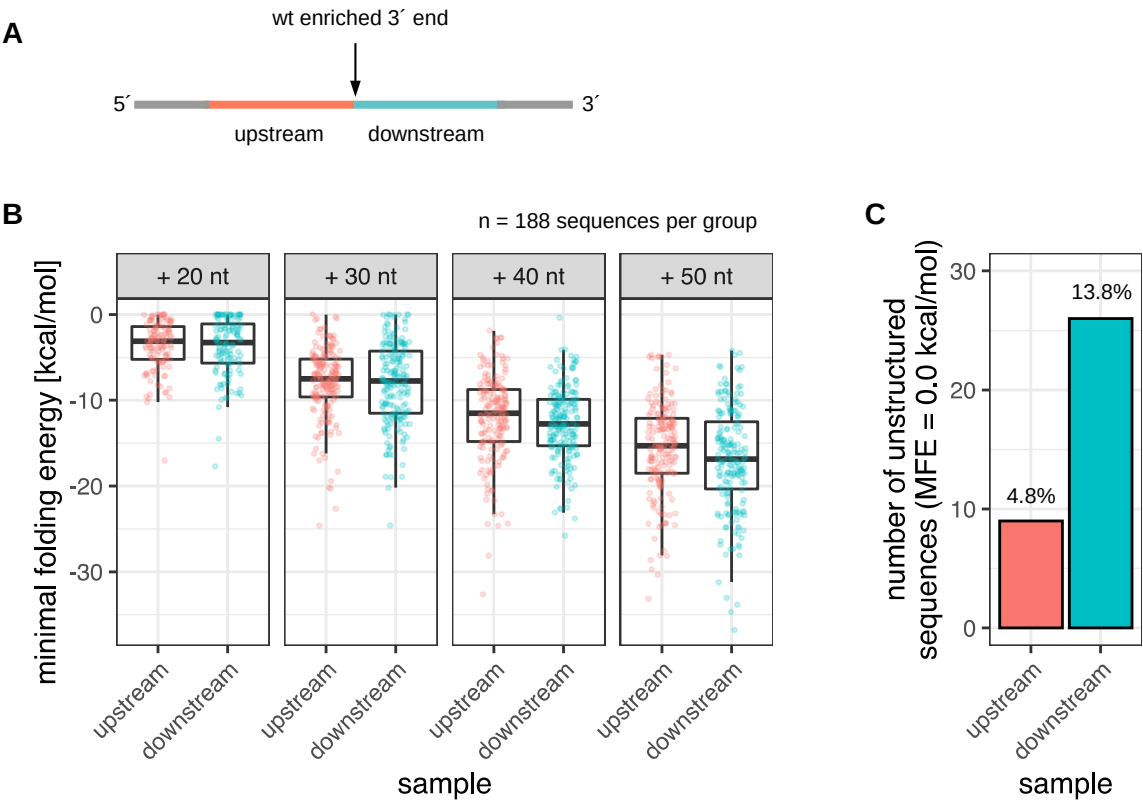

Fig S9

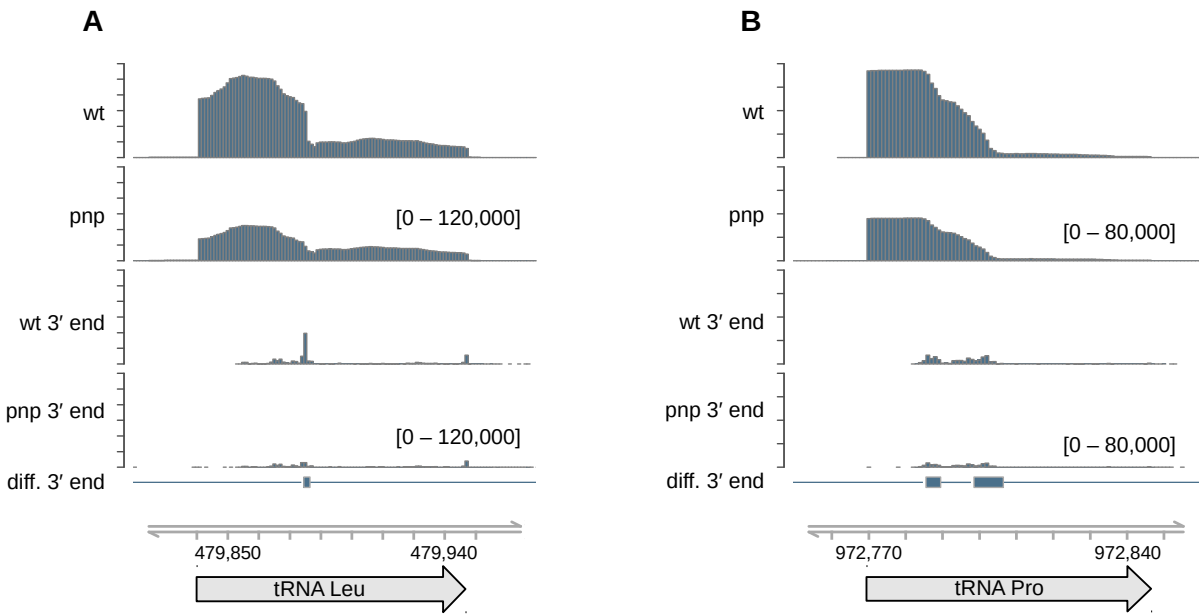

**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Strains used in this study. Table S2. Overview of all oligonucleotide probes and corresponding sequences that were used in this study. Figure S1. Scatterplot of the principal component analysis, which was performed using DESeq2. Each of the colored dots (pnp mutant strain: red; wild type: blue) represents one replicate. Figure S2. Comparing the pnp mutant to the wildtype, the RNAs with decreased (A) or increased abundance (B) could not be assigned to specific orthologous groups of encoded proteins (COG). x-axis: relative number of observations per group [%]; y-axis: COG category. Figure S3. The 3′ elongated RNA sequences are similar in the wild type and the pnp mutant strain. A) Schematic overview of the sequence extraction procedure. The lengths of all non end-to-end mapped reads (B) and of all tail sequences (C) do not differ. In both strains the first part of the tail (around 20 nt in length) is guanine rich (D). Figure S4. Full size Northern blots of the depicted images in Fig. 4. with probes CcsR1 (A), SorY (B), UpsM (C), IGR_1711_rpsL (D) and 5′ UTR RSP_6083 (E). Red frames mark the selected sections. Figure S5. Full size Northern blots of the depicted half-life images in Fig. 4. with probes CcsR1 (A) and SorY (B). Red frames mark the selected sections. Figure S6. Full size Northern blots of the depicted half-life images in Fig. 4, with probes UpsM (A) and IGR_1711_rpsL (B). Red frames mark the selected sections. Figure S7. Full size Northern blots of the depicted half-life images in Fig. 4 with probe 5′ UTR RSP_6083. Red frames mark the selected sections. Figure S8. A) Sequence windows of 20, 30, 40 or 50 nt upstream and downstream of every wild type enriched 3′ end were extracted. B) Every dot in the boxplots depicts the minimal folding energy (MFE) [kcal/mol] of one RNA sequence computed with RNAfold. C) The number of unstructured sequences (MFE = 0.0 kcal/mol) is increased in the group of 20 nt downstream control sequences. Fig

How the deposited data were processed for this re-analysis (not part of the article)

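The counts come from 3 wild type and 3 pnp mutant libraries sequenced on a NextSeq 500. The authors trimmed the reads with Trim Galore 0.6.3, mapped them with segemehl 0.2.0 through READemption 0.4.3 and deposited gene counts without scaling. Some deposited values have fractions, so they are estimated counts by the authors, and they were rounded before testing; how reads that map to several places were shared is not given in the sources used here. The deposited log2 fold changes of genes were made by the authors with DESeq2 (1.26.0 in the Methods, 1.22.1 with the samples), and those of 3′ ends by the authors with XPEAP, which runs DESeq2 per nucleotide and averages merged positions. The deposited p-values are Wald p from DESeq2, adjusted by Benjamini and Hochberg, and false discovery rates from baySeq 2.20.0, all by the authors. The deposited signal per gene is the authors' mean over the 6 libraries after DESeq2 size factors. A last column of the rnc list has no name and was not used here.

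Sense counts of 4411 features were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test), which kept 3104. The prior degrees of freedom were 10.4 and the common biological coefficient of variation was 0.159. Limits were an adjusted p of 0.05, a log2 fold change of 1 and a mean normalized count of 50. DESeq2 1.42.0 and limma 3.58.1 (voom, camera, fry) served as alternatives. The 30 gene lists were fixed from annotation before the deposited counts were examined. The paper and part of its gene results were in view by then, so the lists are not independent of these data. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Antisense counts were tested apart. The principal components used the 500 features of highest variance.

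Genes named in the text are those named in the paper, the 12 protein-coding genes each with the largest falls and rises among those past all limits, the mean count included, whose libraries lay apart, all rRNAs, the changed non-coding RNAs, the 4 tRNAs with the largest fall and those not called, and up to 4 changed genes per list. Others were chosen after their values were seen. Fold changes against wild type libraries at 0 use a floor of 3 counts for the whole group. The ends were handled in Python 3.11 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Pairs of pnp and rnc ends needed the same strand and a distance of at most 1 nt. Settings named as added were chosen after the data were seen. Folding energy and base composition around ends were not analysed here, since no genome sequence was used here.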

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

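The tests on plasmid D were chosen only after its result was seen. Of 97 features on plasmid D, 70 were tested, and their median log2 fold change (pnp mutant/wild type) was 5.24, or 4.04 with the 17 at 0 in all wild type libraries set to the floor of 3 counts. All 18 that changed were higher, 16 of them protein-coding, which is 18 of the 105 transcripts higher in the mutant. On plasmids A, B, C and E most tested features were higher as well (71.0%, 74.2%, 63.0% and 89.5%), at smaller medians (0.46, 0.87, 0.30 and 0.96). On chromosomes 1 and 2 the shares were 50.8% and 50.4%.

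Lower depth of the wild type libraries could not account for this, since protein-coding counts on plasmid D in the wild type were 498 (95% counting interval 455 to 544), 0.0744 of those expected from the mutant's counts and the effective library sizes. Plasmid D rare in the wild type cultures may account for it, but 94.3% of its tested features being higher only restates the pattern and decides nothing. Some of its sequence was read in the wild type. Some features, chosen after their values were seen, were lower in the mutant with TMM. An adenine-specific DNA methyltransferase (-1.54) had 41 raw counts in the wild type and 59 in the mutant, and a DUF2726 gene (-1.70) 25 and 32. Neither passed all limits, and their raw counts were not lower in the mutant. The others were an antisense transcript at 11721 (-1.99) and a 3′ end at 12383 (-8.29). An effect of the altered PNPase on these RNAs stays open, since only 1 mutant strain was compared and DNA was not analysed here.

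Of 897 tested antisense transcripts, 56 changed, 22 higher and 34 lower. Of 9 genes with a changed antisense transcript that had changed themselves, 5 went the same way.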

How the results depend on the processing

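The alternatives without plasmid D and with possible ends on 1 strand were added after the data were seen. Scaling moved the results most. On total counts 1105 transcripts changed, 28 lower and 1077 higher, with 17 tRNAs and 0 rRNAs lower. On rRNA counts 1051 changed, 60 lower and 991 higher, with 30 tRNAs and 0 rRNAs lower, against 385, 280, 105, 51 and 9 with TMM. Ribosomal RNA is 58.2% to 87.2% of the counts, so either scaling rests mostly on it. On them mRNAs rise, as protein-coding genes took 1.39% to 1.59% of the sense counts in the wild type and 3.92% to 5.26% in the mutant. Which scaling is right was not tested. Without the minimum mean count 784 changed, 424 lower and 360 higher, by construction. With glmTreat at a fold of 1.5, edgeR called 0 rRNAs (9 at an unadjusted p of 0.05). Leaving out 1 library gave 0 to 9 lower rRNAs, with 0 without wild type replicate 1 and without each pnp mutant replicate, and 3 without wild type replicate 2. The cause was not tested.

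The other settings left the count of changed transcripts within 1.5 times of 385: DESeq2 330, voom 382, upper quartile 370, TMM on protein-coding genes 398, antisense included 395, no expression filter 373, glmTreat 408, protein-coding scaling without rRNA and tRNA 333, and without plasmid D 363. Leaving out 1 library gave 346 (pnp mutant replicate 1) to 447 (wild type replicate 3). With replicate numbers as blocks 380 changed. The numbers do not pair libraries, as deviations of equal numbers correlated at -0.05 to 0.02.

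Of the 30 lists, 6 passed camera at its preset correlation of 0.01, and 11 on total counts. With an estimated correlation 0 passed (0 also at an unadjusted p of 0.05 in camera, while fry called 14). For the 6 lists the estimated correlations were 0.193 to 0.930, and by construction camera is stricter at a higher correlation. The cause of the change on total counts was not tested. On total counts, aminoacyl-tRNA synthetases, ATP synthase, NADH dehydrogenase, RNA polymerase core, sigma factors and the tricarboxylic acid cycle were added and cold shock was lost. Pairs of pnp and rnc ends numbered 79 where both log2 fold changes were at least 2 in size, by construction, and 154, 179 and 240 with windows of 0, 3 and 10 nt. The share of equal directions in baySeq and DESeq2 was 97.5%, and 100% past the paper's limits. The cause was not tested.

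Some genes turned their sign when the libraries were scaled on total counts or on rRNA counts. Their log2 fold changes, in this order, were rpsO 1.59 and 1.35, rpsL 1.41 and 1.20, cysH 0.93 and 0.64, the peptidoglycan-binding protein 0.97 and 0.75, nuoA1 0.94 and 0.68, the cold shock gene at 2119451 0.95 and 0.79, bchE 0.92 and 0.67, atpD on plasmid A 0.90 and 0.63, bchI 0.88 and 0.58. Further ones were the 16S rRNA methyltransferase 0.80 and 0.54, bchM 0.77 and 0.46, rplW 0.69 and 0.42, fbcQ 0.69 and 0.46, rpmD 0.69 and 0.49, crtA 0.63 and 0.37, subunit IV of the aa3 oxidase 0.60 and 0.29, pufK 0.58 and 0.37, feoA2 0.59 and 0.40. The rest were the winged helix regulator 0.51 and 0.30, cycP 0.45 and 0.16, the LysR regulator at 486966 0.42 and 0.17, rhlE2 0.39 and 0.13, fusA 0.32 and 0.0497, CcsR3 (RSs0680c) 1.83 and 1.58, CcsR2 (RSs0680b) 1.44 and 1.23, RSs2461 0.80 and 0.47, RSs0940 0.75 and 0.42, the 3 copies of 5S rRNA 0.64 and 0.38, those of 16S rRNA 0.47, 0.46 and 0.40 on total counts and 0.27, 0.26 and 0.19 on rRNA counts, and the 3 tRNA-Ala copies 1.44 and 1.09. On total counts only, pbpA (0.0754), pufB (0.0426), the cold shock gene at 2333057 (0.0112), sRNA_00028 (0.15) and the 23S rRNA copies (0.0341, 0.0341 and 0.0299) turned. Pnp (2.08 and 1.83) and CcsR1 (2.29 and 2.08) passed the limits at these scalings only. Of 128 named genes, 91 kept their result in every other setting. Folding energy and base composition were not run, since no genome sequence was used here.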

Differences from the paper's values

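The paper gives a mean width of 3.86 nt for the differential 3′ ends, and the list here gives 2.45 nt. With limits of 2 and 3 on the log2 fold change the mean was 2.40 and 2.42 nt. Taking ends within 10 nt as 1, also set before the deposited data were examined, gave 3.91 nt and 914 ends where the paper has 1072.

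The paper gives 633,092 possible ends, and both strands gave 1265540. Counting 1 strand gave 632769, and 0.490 shared ends in place of 0.245 for independent ends placed evenly over the genome. This setting was chosen after the paper's number was seen and drops none of the paper's shared ends.

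The paper states in some places that almost all, and in another that every transcript had the same direction in baySeq and DESeq2. Of 4386, 4275 (97.5%) had the same direction and 111 did not. The paper describes the CcsR RNAs as strongly enriched by coverage, while CcsR1 had a log2 fold change of 0.29 with TMM and 2.29 on total counts. The paper also reports Northern blots that match the coverage, with signals normalized to a ribosomal RNA, and a longer half-life of CcsR1. CcsR1 passed the limits here on total counts and on rRNA counts only. The value with TMM has another reference than the blots, so it does not contradict them. The paper counts 166 overlapping ends, and the 166 pairs here hold 157 distinct rnc ends. Components 1 and 2 held 94.3% of the variance against 98% in the paper, 91.2% with DESeq2's variance stabilization, the tool the paper names, 88.5% with all tested features and 98.5% without wild type replicate 3. Genes with an enriched end numbered 272 against 306.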

Other observations

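Respiration and iron genes moved one by one. cox10, of haem synthesis, rose (2.20), and cycP (-1.50), subunit IV of the aa3 oxidase (-1.36) and fbcQ of the bc1 complex (-1.31) fell, although these 3 were positive on total counts (0.45, 0.60 and 0.69; limma's camera for the list, adjusted p = 0.300). atpB rose (1.42), while atpD on plasmid A (-1.07; limma's camera for the list, adjusted p = 0.290) and nuoA1 (-1.05; 0.618) fell, with signs that turned on total counts (0.90 and 0.94). Of 22 tested genes in the iron list, 4 fell and 1 rose. The iron regulator gene fur fell (489 ± 217 to 121 ± 12.5 normalized counts, SD, n = 3) and fhuA, a receptor gene, rose (1.87; 0.607), and the median of this list was -0.19, and 1.78 on total counts. The list also holds fbpB, 1 of the 4, which is annotated as a fructose-1,6-bisphosphatase. In the tricarboxylic acid list (limma's camera, adjusted p = 0.163) only the isopropylmalate/homocitrate synthase of plasmid D rose, as did the sigma24 gene in the RNA polymerase list (0.126). UpsM (RSs0682) had 9.26 ± 6.34 normalized counts in the wild type and 29.8 ± 2.45 in the mutant (SD, n = 3, log2 fold change 1.63, adjusted p = 0.00392 from edgeR), under the mean count limit. The paper reports a shorter half-life of UpsM in the mutant, and describes the stabilities as matching the sRNA levels on its Northern blots. The rise of UpsM here rests on few counts and points the other way.

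Of 145 tested regulators, 8 fell, among them catR (-2.44), and 3 rose, among them ppsR, a repressor of photosynthesis genes (1.07; limma's camera for the list, adjusted p = 0.295). ABC transporter genes went both ways, from -1.95 to 1.30 (0.382). cysH (-1.04) fell, the only changed gene of the oxidative stress list (limma's camera, adjusted p = 0.607), where its annotation placed it. In the cell wall list (0.836, with median 0.10, mean -0.00 and fry down) pbpA fell (-1.88). In the ribosome assembly list (0.795) a 16S rRNA methyltransferase fell (-1.16). On total counts the signs of cysH, pbpA and this methyltransferase turned (0.93, 0.08 and 0.80). By limma's camera flagellum genes (adjusted p = 0.427), transposases (0.485) and nitrogen fixation genes (0.732) did not move together. Of 459 hypothetical proteins, 22 rose and 42 fell (limma's camera, adjusted p = 0.822, with fry down against a positive median). DESeq2 called 7 regulators where edgeR called 11, and 2 against 4 ABC transporters, 4 against 6 oxidase genes, 4 against 5 iron genes, 51 against 64 hypothetical proteins and 0 against 1 RNA polymerase gene (2 at an unadjusted p of 0.05 by edgeR). Antisense RNA of nuoJ fell (-3.53) and that of metF rose (2.40) while metF fell (-2.05), both chosen after their values were seen.

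The tests of scaling and of wild type replicate 3 below were chosen only after the result was seen. The tRNAs and rRNAs were lower relative to mRNAs in the pnp mutant. Scaling of the libraries does not enter the counts per protein-coding count within a library, whose log2 ratio of means was -1.38 for rRNA, and wild type replicate 3 alone did not set the tRNA calls, as 51 tRNAs were lower without it. Whether rRNA fell or mRNA rose stays open, since scaling could set the fall in abundance of the rRNAs, whose median was 0.46 on total counts, and these are mostly rRNA. No biological explanation was tested.

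Most differential 3′ ends were enriched in the pnp mutant. Lower mRNA depth of the wild type libraries may add to this, as 10.0% of the ends were enriched in features with at least as many wild type counts. The test cannot tell, because these 26 features had themselves fallen (median -2.77).

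Of the 10 splits of the 6 libraries into groups of 3, 1 reached the real value for transcripts changed (385), lower (280), higher (105), tRNAs (51), rRNAs (9), non-coding RNAs (26) and antisense (56), which was the true split, and the highest other was 0 each by edgeR (12 to 80 transcripts at an unadjusted p of 0.05). For lists it was 3 of the 10, with 6 for the true split and 7 as the highest other. A set of 10 splits is too few for a share under 0.05. How much of the shared directions of pnp and rnc ends comes from the shared wild type stays open, as ends were not simulated. For simulated gene counts edgeR called 0 genes in both comparisons, and at an unadjusted p of 0.05 in both 33 had the same sign and 0.2 the other. Gene counts cannot settle this for ends, which were tested per nucleotide. Of the 166 pairs, 79 were left where both log2 fold changes were at least 2 in size.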
